# Genomic Integrity Safeguards Self-Renewal in Embryonic Stem Cells

**DOI:** 10.1016/j.celrep.2019.07.011

**Published:** 2019-08-06

**Authors:** Jie Su, Dandan Zhu, Zijun Huo, Julian A. Gingold, Yen-Sin Ang, Jian Tu, Ruoji Zhou, Yu Lin, Haidan Luo, Huiling Yang, Ruiying Zhao, Christoph Schaniel, Kateri A. Moore, Ihor R. Lemischka, Dung-Fang Lee

## Abstract

A multitude of signals are coordinated to maintain self-renewal in embryonic stem cells (ESCs). To unravel the essential internal and external signals required for sustaining the ESC state, we expand upon a set of ESC pluripotency-associated phos-phoregulators (PRs) identified previously by short hairpin RNA (shRNA) screening. In addition to the previously described Aurka, we identify 4 additional PRs (Bub1b, Chek1, Ppm1g, and Ppp2r1b) whose depletion compromises self-renewal and leads to consequent differentiation. Global gene expression profiling and computational analyses reveal that knockdown of the 5 PRs leads to DNA damage/genome instability, activating p53 and culminating in ESC differentiation. Similarly, depletion of genome integrity-associated genes involved in DNA replication and checkpoint, mRNA processing, and Charcot-Marie-Tooth disease lead to compromise of ESC self-renewal via an increase in p53 activity. Our studies demonstrate an essential link between genomic integrity and developmental cell fate regulation in ESCs.

## In Brief

Su et al. integrate system analyses with functional genomics screening to identify five phosphoregulators (PRs) that are indispensable for ESC self-renewal. Loss of genome stability control pathways impairs ESC self-renewal, activates p53, and promotes ESC differentiation. These findings suggest that maintenance of genome integrity is essential for ESC self-renewal.

## INTRODUCTION

Embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) hold great promise in biomedicine as a renewable source of differentiated cells for transplantation-based therapies as well as for developing new avenues to study the etiology of diseases and develop novel diagnostic and therapeutic reagents (Gingold et al., 2016; Murry and Keller, 2008; Zhou et al., 2017). It is both urgent and essential to have a comprehensive understanding of the molecular mechanisms controlling ESC and iPSC self-renewal and the decisions governing differentiation into a wide range of mature cells to fulfill their promise in regenerative therapy and disease modeling. Recent studies primarily focused on the functions of core pluripotency transcription factors (Fidalgo et al., 2016; Gingold et al., 2014; Ivanova et al., 2006; Waghray et al., 2015), epigenetic and epitranscriptomic modifications (Aguilo et al., 2015; Ang et al., 2011; Ding et al., 2015), microRNAs (miRNAs) (Wang et al., 2013), and long noncoding RNAs (lncRNAs) (Jain et al., 2016; Luo et al., 2016) involved in maintaining the undifferentiated stem cell state. However, a global picture of cellular mechanisms controlling ESC and iPSC identity and differentiation remains incomplete.

To more globally dissect the signaling cascades required for ESC identity, we applied a short hairpin RNA (shRNA) functional genomics screening strategy of 104 ESC-associated phosphor-egulators (PRs), identifying 11 PRs with roles in maintaining ESC identity (Lee et al., 2012a, 2012b). Our earlier work investigated Aurka in greater detail and found that it controls the phosphorylation of its substrate, p53, to maintain self-renewal and the pluripotent state in a mitosis-independent manner. Although this finding provides direct evidence to support the essential role of Aurka in regulating ESC pluripotency, the role of other PRs in ESC identity has not yet been described. Here we integrate a functional genomics screen with systematic analyses to demonstrate that maintenance of genome integrity is indispensable for ESC self-renewal and pluripotency. Loss of genome stability control pathways impairs ESC self-renewal and promotes ESC differentiation. We suggest that the linkage between stem cell properties and control of genome stability is a mechanism to ensure that compromised stem cells are shuttled toward differentiation and, therefore, less capable of causing global organismal damage.

## RESULTS

### Rescue of Compromised Self-Renewal

To elucidate the essential phospho-signals required for ESC self-renewal, we built upon a previously performed shRNA functional genomics screening strategy that identified PRs whose depletion impaired ESC self-renewal at least as significantly as depletion of LIF receptor (LIFR), an essential signaling pathway in self-renewal. Our study identified Aurka as an essential kinase in maintaining ESC identity (Lee et al., 2012a). This screening study also identified 10 PRs (Acvr2a, Aurkb, Bub1b, Chek1, Dyrk3, Mapk4, Mapk13, Ppp4c, Ppm1g, and Ppp2r1b) whose depletion impaired the relative proliferation of ESCs, but their role in ESC self-renewal and differentiation has remained nebulous.

To validate these candidates and exclude potential off-target effects, we applied a genetic complementation strategy in which downregulation of an endogenous mRNA is “rescued” by doxy-cycline (Dox)-inducible expression of an shRNA “immune” exogenous version (Figure 1A) and used the Aurka rescue (Aurka_R) clone as a positive control. To eliminate shRNA-mediated knockdown of exogenous gene products, we utilized exogenous cDNA lacking the 3′ UTR to rescue shRNAs targeting the 3’ UTR; for shRNA targeting the coding region, we introduced three silent point mutations to generate a rescue cDNA lacking sequence complementarity with the shRNA. Rescue vectors lacking the shRNA target sequences were generated for Aurkb, Bub1b, Chek1, and Ppp4c, and rescue vectors containing shRNA-silent sequences were generated for Acvr2a, Dyrk3, Mapk4, Mapk13, Ppm1g, and Ppp2r1b. Lentiviral cassettes were transduced into a reverse tetracyclinetransactivator (rtTA)-expressing ESC line (Ainv15), and 3 independent rescue clones were established for each gene product. In the absence of Dox, low levels of endogenous *Nanog, Oct4, Sox2, Esrrb, Tbx3, Tcl1, Klf4,* and *Rex1* transcripts were observed in 9 rescue clone sets relative to a control (Ctrl_R) clone. However, in the presence of Dox, complete or partial pluripotent signature gene expression was restored in only 4 rescue clone sets (Bub1b_R, Chek1_R, Ppm1g_R, and Ppp2r1b_R clones) (Figures 1B and S1A; Table S1).

We found that expression of Bub1b, Chek1, Ppm1g, and Ppp2r1b (like Aurka) was higher in the Nanog_R and Esrrb_R clones in the presence of Dox (Figure S1B) as well as in primary embryonic tissues and undifferentiated ESCs (Figure S1C), further supporting the particular importance of these gene products in primitive cells. In the presence of Dox, the 4 rescue clone sets showed undifferentiated morphologies and alkaline phosphatase (AP) activity (Figures 1C and S1D). Dox-dependent SSEA1 expression was also observed (Figure S1E). Similar results were found with shRNA-transduced CCE cells (Figure 1C, bottom panels). After removal of Dox, expression levels of the primitive ectodermal marker Fgf5 and the early mesodermal markers Brachyury (T) and Mixl1, but not trophectodermal or endodermal markers, were increased (Figure 1D; Table S1), indicating that depletion of the 5 PRs promotes similar lineage-specific differentiation programs. Knockdown of the 5 PRs did not lead to significant changes in cell proliferation over 6 passages (Figure S1F), suggesting that residual PR levels are sufficient for normal proliferative function. To further measure effects on ESC self-renewal, we mixed the rescue clones with mCherry-expressing clones and co-cultured them with or without Dox. Without Dox, the mCherry^−^/mCherry^+^ ratios decreased with passage. In contrast, in the presence of Dox, the proportions of the rescue clone only decreased marginally (Figure S1G). Therefore, our results demonstrate that, in addition to Aurka, depletion of Bub1b, Chek1, Ppm1g, and Ppp2r1b impairs ESC self-renewal and promotes differentiation, confirming their essential roles in maintaining ESC identity.

### Effect on ESC Transcriptome Profiles after Downregulation of PRs

To provide a global picture of phosphorylation signaling maintaining ESC identity, we analyzed global gene expression changes after downregulation of each of the 5 PRs, including the Aurka_R clone for completeness. Rescue clones were maintained with or without Dox in the absence of feeder cells. 

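The arrays compared 5 rescue clones of the mouse ESC line Ainv15, in which an shRNA depletes an endogenous mRNA and doxycycline (Dox, 1 μg/ml) turns on a copy of that mRNA which the shRNA does not recognize. Bub1b_R, Chek1_R, Ppm1g_R, Ppp2r1b_R and the control clone Ctrl_R were each sampled with Dox and after 5 days without it. There were 3 arrays per condition and 30 in all, and Aurka_R was not analysed here. The number of arrays limits the precision of every value. The authors deposited the signal intensity of 25697 probes, already corrected for background but not normalized between arrays, with a detection p-value for each probe. Between 11733 and 13685 probes per array had a detection p under 0.05. The arrays formed 2 sets by signal level. The lowest detected signal was 12.9 to 20.9 on the 12 arrays of Bub1b_R and Ctrl_R, and 27.8 to 58.1 on the 18 arrays of Chek1_R, Ppm1g_R and Ppp2r1b_R. A difference of the latter 3 clones from Ctrl_R therefore crosses the sets, and the set and the clone cannot be told apart there. Bub1b_R against Ctrl_R, and each clone with against without Dox, stay within 1 set. The sets were drawn from signal level alone, and the Ctrl_R arrays are registered as earlier samples than all others. A difference in array run between Bub1b_R and Ctrl_R is therefore not excluded. Replicate arrays of a condition correlated with r between 0.990 and 0.997 across probes. The intensities were normalized with neqc of the limma package, which fits background and signal from the detection p-values, adds an offset of 16 and makes the distributions of all arrays equal by quantiles. The 15151 probes of 11177 genes with a detection p under 0.05 on at least 3 arrays were then tested in 1 limma fit of the 10 condition means. A probe counted as changed at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 1.5-fold. The offset and the 1.5-fold limit both act on the number of changed probes, since the offset shrinks the log2 changes of dim probes.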

After 5 days, mRNA was extracted for Illumina Beadchip microarray analyses. 

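The mRNA that each shRNA targets was read first, as a check of the labels. Ppm1g changed by −1.25 log2 without Dox against with Dox in Ppm1g_R (SE 0.10, adjusted p 4.5e-09, 9 of 9 array pairs) and by −1.74 against Ctrl_R without Dox (adjusted p 5.7e-13, 9 of 9 array pairs). Bub1b changed by −0.14 on Dox withdrawal in Bub1b_R (adjusted p 0.217, 9 of 9 array pairs) and by −0.67 against Ctrl_R without Dox (adjusted p 1.0e-07, 9 of 9 array pairs). With the arrays scaled to one median instead of by quantiles, the latter difference was −0.46, short of 1.5-fold. With Dox the mean Bub1b level was also lower in Bub1b_R (9.84) than in Ctrl_R (10.54), so the difference is not specific to the arrays without Dox. On Dox withdrawal Bub1b changed by −0.17 in Ctrl_R, −0.18 on the arrays labelled Chek1_R, −0.38 in Ppm1g_R and −0.07 in Ppp2r1b_R. Ppp2r1b changed by 0.20 on Dox withdrawal in Ppp2r1b_R (adjusted p 0.365, 6 of 9 array pairs). Against Ctrl_R without Dox, across the 2 array sets, it changed by −0.25 (adjusted p 0.158, 7 of 9 array pairs). Neither change passed the threshold. Within its array set, the mean Ppp2r1b level without Dox was 6.29 in Ppp2r1b_R, 7.25 on the arrays labelled Chek1_R and 7.33 in Ppm1g_R. With Dox it was 6.09, 7.12 and 7.02 in the same order. The lower level in Ppp2r1b_R was thus there with and without Dox, and was not tested. Chek1 did not fall on Dox withdrawal in its own clone. In Chek1_R it was detected on 3 of 3 arrays without Dox and on 0 of 3 with Dox, and was at least 1.35-fold higher without Dox (adjusted p 0.00115, 9 of 9 array pairs), a call lost at an offset of 50, where the change was 0.43 log2. Such a bound sets the mean of the detected arrays against, on each array without detection, the lowest signal detected there or the probe's own signal, whichever is higher. Against Ctrl_R, Chek1 changed by −1.07 without Dox (adjusted p 3.1e-06, 9 of 9 array pairs) and was at least 3.02-fold lower with Dox (adjusted p 1.3e-09, 9 of 9 array pairs). The paper made the Chek1 and Bub1b rescue vectors without the sequence that the shRNA targets. Whether the array probes lie in a part of the mRNA that the rescue copies lack was not examined. If so, they read the depleted endogenous mRNA alone, with or without Dox, and neither gene tests the Dox labels. Because Chek1 rose without Dox, directions in this clone are given for the arrays labelled Chek1_R.

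Against Ctrl_R without Dox, 3423 probes (1653 higher and 1770 lower) changed in Bub1b_R, 4356 probes (2138 higher and 2218 lower) on the arrays labelled Chek1_R, 5077 probes (2526 higher and 2551 lower) in Ppm1g_R and 5106 probes (2520 higher and 2586 lower) in Ppp2r1b_R. They stand for 2887, 3753, 4341 and 4323 genes. The Chek1_R, Ppm1g_R and Ppp2r1b_R counts cross the 2 array sets. Raising the offset to 200, an alternative chosen after the data had been seen, gave 1175, 1334, 1729 and 1836, and no fold limit 8013, 9179, 9814 and 9910. Within a clone, Dox withdrawal changed 849 probes (445 higher and 404 lower) in Bub1b_R, 1404 probes (681 higher and 723 lower) on the arrays labelled Chek1_R, 662 probes (349 higher and 313 lower) in Ppm1g_R and 731 probes (420 higher and 311 lower) in Ppp2r1b_R. A limit of 2-fold left 153 (123 higher and 30 lower), 394 (271 higher and 123 lower), 87 (54 higher and 33 lower) and 92 (69 higher and 23 lower), and no limit gave 3700, 4689, 3541 and 3839.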

In the absence of Dox, we identified 602, 627, 716, 845, and 939 transcripts that were significantly changed in the Aurka_R, Bub1b_R, Chek1_R, Ppm1g_R, and Ppp2r1b_R clones, respectively, compared with the Ctrl_R clone (Table S2). We found multiple pluripotency genes in cluster I (genes downregulated upon knockdown of the 5 genes) and differentiation genes in cluster II (genes upregulated upon knockdown of the 5 genes) (Figure 2A). 

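Of the 8 pluripotency genes measured in Table S1 (Nanog, Pou5f1, Sox2, Esrrb, Tbx3, Tcl1, Klf4 and Zfp42), Tcl1 had the largest fall on Dox withdrawal in Bub1b_R and Ppp2r1b_R. It changed by −0.87 log2 in Bub1b_R (SE 0.05, adjusted p 1.9e-11, 9 of 9 array pairs) and by −0.97 in Ppp2r1b_R (SE 0.05, adjusted p 5.0e-12, 9 of 9 array pairs). On the arrays labelled Chek1_R (−0.36), in Ppm1g_R (−0.36) and in Ctrl_R (−0.39), Tcl1 fell on 9 of 9 array pairs but by less than 1.5-fold. In Ppp2r1b_R, Esrrb (−0.83, adjusted p 8.4e-10) and Zfp42 (−0.80, adjusted p 3.7e-05) also passed the threshold, each on 9 of 9 array pairs. No other pluripotency gene passed it in a clone. The number of the 8 genes past the threshold was 1, 0, 0 and 3 in Bub1b_R, on the arrays labelled Chek1_R, in Ppm1g_R and in Ppp2r1b_R, and 1, 0, 0 and 3 when adjusted over the list alone. On the arrays labelled Chek1_R, Klf4 was higher without Dox (0.52, adjusted p 9.8e-04, 9 of 9 array pairs). It passed 1.5-fold only with median scaling (0.65) or without replicate 3 of the arrays without Dox (0.60). In Ctrl_R, Tbx3 fell by 0.57 (adjusted p 4.1e-04, 9 of 9 array pairs), just under 1.5-fold. It passed without background correction (−0.59) and without replicate 1 with Dox (−0.62), replicate 1 without Dox (−0.60) or replicate 3 without Dox (−0.60).

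**Figure D1:**
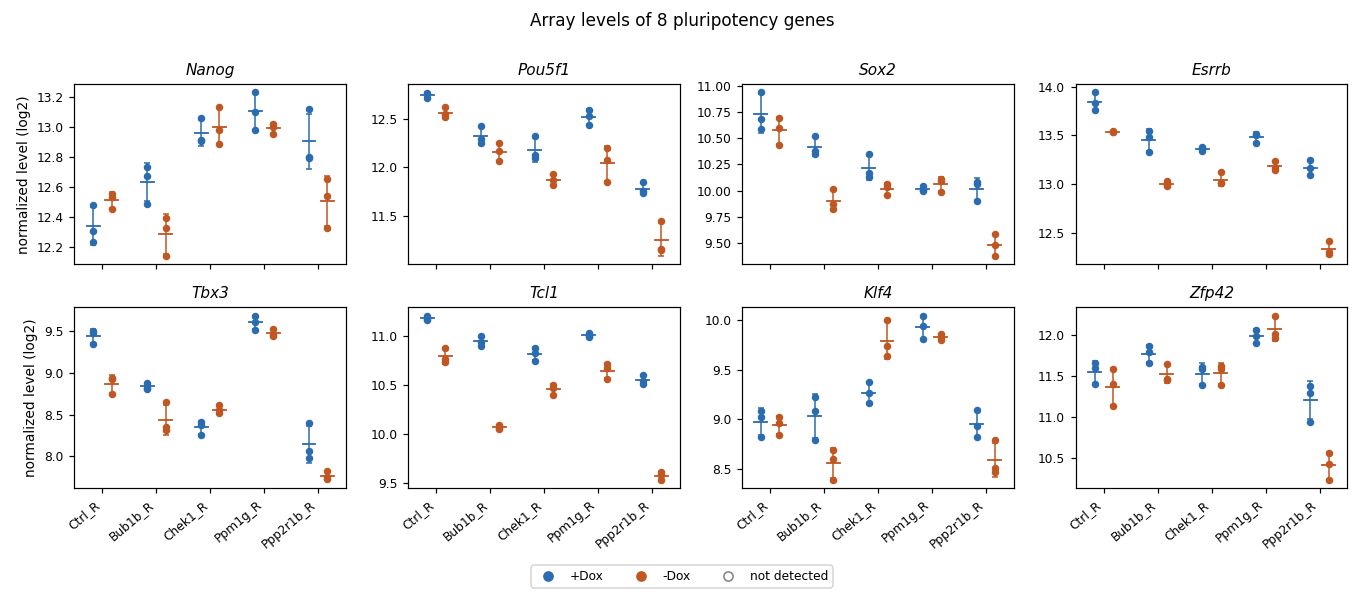
Normalized array levels (log2, y axis) of 8 pluripotency genes in the 5 clones (x axis), with Dox in blue and without Dox in orange. Points are single arrays, open where the probe was not detected, and bars give the mean and SD of 3 arrays. Tcl1 changed by −0.87 in Bub1b_R, −0.97 in Ppp2r1b_R and −0.39 in Ctrl_R.

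Among probes that moved the same way in the 4 clones, those that rose most on Dox withdrawal in the mean of the clones belonged to LOC100044289 (2.73), Defcr-rs7 (2.68), T (2.43), Evx1 (2.41) and AY761185 (2.29). The adjusted p of these 5 genes lay between 1.8e-22 and 3.4e-18, with all 4 clones in the direction. Each of the 5 rose most on the arrays labelled Chek1_R, LOC100044289 by 5.54 there and by 1.18 to 2.12 in the other 3 clones. Without these arrays the means of the 5 genes were 1.68 to 1.84, under those of Mixl1 (1.95, undetected in Ppp2r1b_R) and Cxx1c (1.95). Those that fell most belonged to Rab3il1 (−1.53), Cplx1 (−1.29), Aurkc (−1.23), Dmrtc2 (−1.22) and LOC100045403 (−1.19), with adjusted p between 3.3e-16 and 4.2e-12 and again 4 of 4 clones. Without the arrays labelled Chek1_R, Acss1 (−1.24) stood among the 5 in place of LOC100045403. The means include fitted values of clones where Defcr-rs7, AY761185, Rab3il1 or Cplx1 was detected on no array of 1 condition, and are no bound. In Ctrl_R, LOC100044289 rose by at least 1.94-fold (adjusted p 5.6e-10), T rose by 0.75 (adjusted p 1.2e-04) and Rab3il1 changed by −0.74 (adjusted p 6.0e-04), each on 9 of 9 array pairs, and the other 7 genes did not pass the threshold there. Without background correction, AY761185 in Bub1b_R and Ppm1g_R and Rab3il1 in Bub1b_R no longer passed the threshold (2.23, 1.46 and −1.70).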

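The log2 changes on Dox withdrawal were compared between clones across the tested probes with Pearson's r, over 10 pairs of clones. Probes are not independent replicates, so no p is given for these correlations. Bub1b_R correlated with the arrays labelled Chek1_R at 0.698, with Ppm1g_R at 0.604 and with Ppp2r1b_R at 0.540. The arrays labelled Chek1_R correlated with Ppm1g_R at 0.494 and with Ppp2r1b_R at 0.549, and Ppm1g_R with Ppp2r1b_R at 0.350. The mean of these 6 pairs was 0.539. The changes in Ctrl_R correlated with those in the other 4 clones at 0.160 to 0.324, with a mean of 0.242. Taking the differences from Ctrl_R without Dox in place of the changes on Dox withdrawal moved the mean of the 6 pairs most, to 0.740, with pairs from 0.557 to 0.873. Because such differences share the Ctrl_R arrays, 20 simulations of unchanged clones gave a mean r of 0.502. The simulations leave out the shift between array sets that Chek1_R, Ppm1g_R and Ppp2r1b_R share against Ctrl_R. Pairs among these clones gave 0.733 to 0.873, and pairs with Bub1b_R 0.557 to 0.754. How far that shift raises the mean was not tested. For the change on Dox withdrawal minus that in Ctrl_R, r was 0.447 to 0.705 beside a simulated 0.501, and 1 pair, Ppm1g_R with Ppp2r1b_R, lay under the simulated value.

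On Dox withdrawal, 78 probes were higher and 28 lower past the threshold in all 4 clones, of 2285 that changed in any of them, and 26 changed in opposite directions in different clones. Against Ctrl_R without Dox, 628 were higher and 796 lower in all 4 clones, of 8102 in any. Relative to the change in Ctrl_R, 60 were higher and 26 lower in all 4, of 2190 in any. Simulated unchanged clones gave 0 shared probes in either comparison. These simulations held noise alone, with no shift between array sets and no deviation peculiar to Ctrl_R. They therefore cannot tell how much of the overlap comes from either.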

Hierarchical clustering based on perturbation target correlation showed overall similarities in affected targets following downregulation of the 5 PRs (Figure S2A). Mouse Gene Atlas analysis demonstrated that depletion of these PRs significantly influences genes involved in embryogenesis (Figure S2B). Panther Gene Ontology (GO) analyses of significantly altered genes revealed that knockdown of these PRs affects biological processes mainly involved in sensory perception, olfaction, and developmental processes as well as lipid, fatty acid, and steroid metabolism (Figures 2B and S2C). 

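Olfactory receptor genes were taken as those whose symbol begins with Olfr. The array holds 1160 probes for them, of which 1008 were detected on no array and 78 passed the detection filter. Only probes that passed the filter could be called changed, so they are the background of the comparison. This background was not matched in signal level, and the offset shrinks the log2 changes of dim probes. A low odds ratio can therefore reflect dim signal. Against Ctrl_R without Dox, 1 of these 78 probes changed in Bub1b_R, 14 on the arrays labelled Chek1_R, 15 in Ppm1g_R and 9 in Ppp2r1b_R. Of the other tested probes, 22.7%, 28.8%, 33.6% and 33.8% changed. The odds ratios for an olfactory receptor probe to be among the changed probes were 0.0442, 0.541, 0.471 and 0.255, with p of 7.6e-08, 0.0333, 0.00771 and 1.0e-05 from two-sided Fisher's exact tests and 3.0e-07, 0.0333, 0.0103 and 2.1e-05 after adjustment over the 4 clones. The stricter detection filter (detection p under 0.01 on all 3 arrays of at least 1 condition) moved these values most. It left 7 olfactory receptor probes, with odds ratios of 0.479, 2.92, 2.34 and 2.28, none past the threshold. Without background correction, the ratios on the arrays labelled Chek1_R, in Ppm1g_R and in Ppp2r1b_R were 0.886, 0.676 and 0.62 and no longer past the threshold. On the arrays labelled Chek1_R, the ratio also lost it with median scaling (0.574) and with only the arrays compared in the fit (0.59).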

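The paper's lineage gene lists were not in the files at hand, so the sets were the genes of Table S1, fixed before the array file was read. The brightest probe stood for each gene, and limma's camera compared the changes of a set with those of all other probes, with an assumed correlation between genes of 0.01 and adjustment over 7 sets in each clone. Of the genes listed, 8 of 8 pluripotency, 5 of 5 mesoderm, 2 of 4 ectoderm and 3 of 5 endoderm genes passed the detection filter.

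On Dox withdrawal the mean log2 change of the pluripotency set was −0.43 (adjusted p 2.6e-05) in Bub1b_R, −0.05 (adjusted p 0.511) on the arrays labelled Chek1_R, −0.17 (adjusted p 0.0372) in Ppm1g_R and −0.60 (adjusted p 6.0e-08) in Ppp2r1b_R, and −0.21 (adjusted p 0.00221) in Ctrl_R. Under median scaling its direction on the arrays labelled Chek1_R turned to 0.06, with neither value past the threshold. The mesoderm set changed by 1.60 (adjusted p 3.3e-06) in Bub1b_R, 1.70 (adjusted p 4.0e-04) on the arrays labelled Chek1_R, 0.95 (adjusted p 1.8e-04) in Ppm1g_R and 0.39 (adjusted p 0.159) in Ppp2r1b_R, against 0.20 (adjusted p 0.176) in Ctrl_R. For the ectoderm set the change was 0.67 (adjusted p 0.00717) in Bub1b_R, 1.52 (adjusted p 0.00102) on the arrays labelled Chek1_R, 0.48 (adjusted p 0.0287) in Ppm1g_R and 0.32 (adjusted p 0.199) in Ppp2r1b_R, and 0.17 (adjusted p 0.176) in Ctrl_R. The endoderm set gave 0.76 (adjusted p 0.00717) in Bub1b_R, 0.14 (adjusted p 0.511) on the arrays labelled Chek1_R, 0.26 (adjusted p 0.249) in Ppm1g_R and −0.01 (adjusted p 0.906) in Ppp2r1b_R, and 0.18 (adjusted p 0.255) in Ctrl_R. In Ppp2r1b_R the endoderm mean was negative while its median (0.18) and the test's direction were positive. Set tests of the change relative to that in Ctrl_R were added after the data had been seen. There the pluripotency set differed by −0.23 (adjusted p 0.0295) in Bub1b_R, 0.16 (adjusted p 0.320) on the arrays labelled Chek1_R, 0.04 (adjusted p 0.790) in Ppm1g_R and −0.39 (adjusted p 6.1e-05) in Ppp2r1b_R. The mesoderm set then differed by 1.41 (adjusted p 3.1e-06) in Bub1b_R, 1.51 (adjusted p 1.7e-04) on the arrays labelled Chek1_R, 0.75 (adjusted p 0.00677) in Ppm1g_R and 0.19 (adjusted p 0.339) in Ppp2r1b_R, and the ectoderm set by 0.50 (adjusted p 0.127) in Bub1b_R, 1.36 (adjusted p 0.00803) on the arrays labelled Chek1_R, 0.31 (adjusted p 0.334) in Ppm1g_R and 0.15 (adjusted p 0.929) in Ppp2r1b_R. For the endoderm set the difference was 0.58 (adjusted p 0.0432) in Bub1b_R, −0.04 (adjusted p 0.940) on the arrays labelled Chek1_R, 0.08 (adjusted p 0.790) in Ppm1g_R and −0.19 (adjusted p 0.585) in Ppp2r1b_R.

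Every camera call also held under limma's fry, which tests whether a set's genes change at all. With a correlation estimated from the data instead of assumed, the calls lost were the trophectoderm set on Dox withdrawal in Ppp2r1b_R and the endoderm set relative to Ctrl_R in Bub1b_R. Fry called mesoderm and ectoderm in Ppp2r1b_R, pluripotency on the arrays labelled Chek1_R, endoderm in Ppm1g_R and mesoderm and ectoderm in Ctrl_R as well. The number of mesoderm genes past the threshold on Dox withdrawal was 3, 3, 3 and 1 in Bub1b_R, on the arrays labelled Chek1_R, in Ppm1g_R and in Ppp2r1b_R, and 3, 3, 3 and 1 when adjusted over the list alone. In the same order it was 1, 2, 1 and 0 for ectoderm (1, 2, 1 and 0 adjusted over the list alone) and 2, 0, 0 and 0 for endoderm (2, 0, 0 and 0 adjusted over the list alone).

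**Figure D2:**
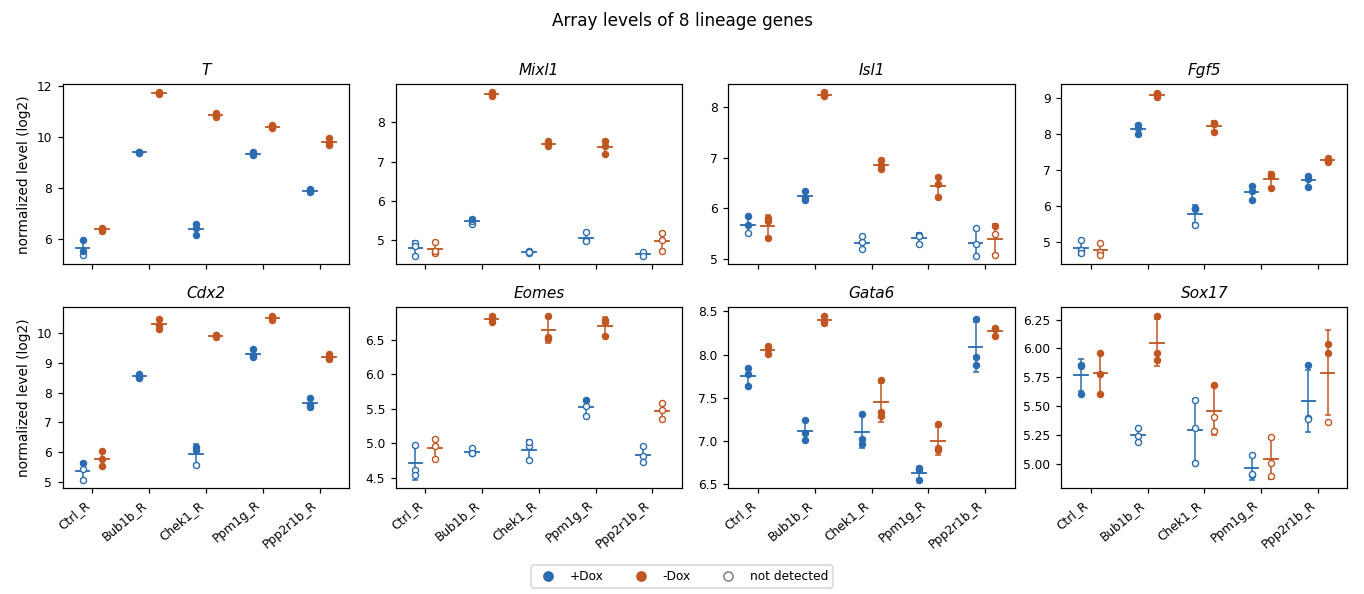
Normalized array levels (log2, y axis) of 8 lineage genes in the 5 clones (x axis), with Dox in blue and without Dox in orange. Points are single arrays, open where the probe was not detected, and bars give the mean and SD of 3 arrays. Gata6 changed by 1.29 in Bub1b_R and by 0.18 in Ppp2r1b_R.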

Consistent with our above results (Figures 1B–1D), gene set enrichment analysis (GSEA) analyses of lineage gene expression upon depletion of the 5 PRs demonstrated impaired ESC gene expression and induction of cell differentiation into mesodermal and ectodermal but not endodermal lineages (Figure 2C). To interrogate the common biological processes regulated by the 5 PRs, we grouped the 5 factor knockdown-dependent gene expression changes into a single group and investigated the alteration of GO biological processes (GO_BP) by GSEA. We examined 821 GO_BP gene sets and found 196 gene sets to be enriched following knockdown of all 5 PRs but only 3 gene sets (protein secretion, meiotic cell cycle, and nucleotide excision repair) to be enriched when the 5 PRs are expressed (Figure 2D).

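The pooled comparison took the mean of the changes on Dox withdrawal over the 4 clones analysed, from 24 arrays. It called 539 of 15151 probes changed, 331 higher and 208 lower without Dox, which stand for 479 genes. A limit of 2-fold left 110 of them, 96 higher and 14 lower. The GO_BP collection was not at hand, and 1 of the sets named, nucleotide excision repair, was written out by hand as 25 genes, of which 23 passed the filter. Its pooled mean change was −0.05 log2 (camera, adjusted p 0.220), 8 genes higher and 15 lower without Dox. None of its genes passed the threshold, nor when adjusted over the list alone (0). Fry called the set, with an adjusted p of 2.7e-07. By clone the mean change was −0.05 (adjusted p 0.282) in Bub1b_R, −0.02 (adjusted p 0.511) on the arrays labelled Chek1_R, −0.04 (adjusted p 0.481) in Ppm1g_R and −0.07 (adjusted p 0.164) in Ppp2r1b_R, and −0.02 (adjusted p 0.529) in Ctrl_R, where the median was 0.01. Under median scaling the mean turned positive in Bub1b_R (0.02), on the arrays labelled Chek1_R (0.09) and in Ctrl_R (0.01), with neither value past the threshold.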

Our previous study demonstrated increased expression of p53-associated mesoderm and ectoderm development genes after depletion of Aurka (Lee et al., 2012a). 

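T (Brachyury) rose on Dox withdrawal by 2.31 log2 in Bub1b_R (adjusted p 1.6e-13), 4.44 on the arrays labelled Chek1_R (7.2e-20), 1.05 in Ppm1g_R (1.6e-07) and 1.90 in Ppp2r1b_R (8.2e-12), each on 9 of 9 array pairs. It also rose in Ctrl_R, by 0.75 (adjusted p 1.2e-04, 9 of 9 array pairs), a call lost at an offset of 50 (0.49). Mixl1 rose by 3.24 in Bub1b_R (adjusted p 3.0e-16), where it was detected on 1 of 3 arrays with Dox. It was detected without Dox only, at least 3.67-fold higher, on the arrays labelled Chek1_R (adjusted p 4.9e-16) and at least 3.42-fold higher in Ppm1g_R (adjusted p 3.2e-13), again on 9 of 9 array pairs. It was detected on 0 of 6 arrays of Ppp2r1b_R and 0 of 6 of Ctrl_R. Isl1 rose by 2.01 in Bub1b_R (adjusted p 1.6e-10), by at least 2.43-fold on the arrays labelled Chek1_R (adjusted p 4.8e-09) and by at least 1.79-fold in Ppm1g_R (adjusted p 6.2e-06), each on 9 of 9 array pairs, and changed by 0.08 in Ppp2r1b_R (adjusted p 0.733).

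Of the ectoderm genes, Fgf5 rose by 0.95 in Bub1b_R (adjusted p 8.5e-06, 9 of 9 array pairs) and by 2.42 on the arrays labelled Chek1_R (adjusted p 5.7e-13, 9 of 9 array pairs). Without background correction the change in Bub1b_R was 0.99 and no longer past the threshold. In Ppm1g_R (0.36) and Ppp2r1b_R (0.56) Fgf5 did not pass it, though in Ppp2r1b_R it did without replicate 1 with Dox (0.62) or replicate 3 without Dox (0.59). Cxcl12 rose by 0.63 on the arrays labelled Chek1_R (adjusted p 3.9e-07, 9 of 9 array pairs) and by 0.59 in Ppm1g_R (adjusted p 2.8e-06, 9 of 9 array pairs). The call in Ppm1g_R was lost under median scaling (0.49), at an offset of 50 (0.57), and without replicate 1 with Dox (0.58), replicate 2 with Dox (0.55) or replicate 3 without Dox (0.52). In Ctrl_R, Cxcl12 rose by 0.40 (adjusted p 0.00147, 9 of 9 array pairs), under 1.5-fold.

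The 3 repair genes with the largest pooled changes were Ddb2 (−0.37, SE 0.03, adjusted p 8.1e-10), Pold1 (−0.33, SE 0.03, adjusted p 1.3e-10) and Xpa (0.33, SE 0.04, adjusted p 7.5e-08). Each moved the same way in 4 of 4 clones and by less than 1.5-fold.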

Interestingly, knockdown of each PR also led to increased expression of ectoderm genes and mesoderm genes (Figures 1C and 2C) as well as genes associated with DNA repair (Figure 2D). 

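The list of direct p53 targets that the paper cites was not at hand, so 28 well-known p53 target genes were written out by hand before the array file was read, and 26 of them passed the filter. Their mean log2 change on Dox withdrawal was −0.10 (adjusted p 0.0426) in Bub1b_R, −0.15 (adjusted p 0.0585) on the arrays labelled Chek1_R, −0.004 (adjusted p 0.786) in Ppm1g_R and −0.02 (adjusted p 0.871) in Ppp2r1b_R, and 0.01 (adjusted p 0.962) in Ctrl_R. In Ppm1g_R camera's direction was up while the mean and the median (−0.05) were negative, and in Ctrl_R the median was −0.003. The call in Bub1b_R was lost under median scaling (−0.05), the stricter filter (−0.11) and a fit of the compared arrays alone (−0.10). It was also lost without replicate 1 with Dox (−0.10), replicate 2 without Dox (−0.10) or replicate 3 without Dox (−0.09). Relative to Ctrl_R, the set differed by −0.11 (adjusted p 0.0559) in Bub1b_R, −0.16 (adjusted p 0.0644) on the arrays labelled Chek1_R, −0.01 (adjusted p 0.790) in Ppm1g_R and −0.03 (adjusted p 0.904) in Ppp2r1b_R. In the pooled comparison it changed by −0.07 (adjusted p 0.179), 8 genes higher and 18 lower, and fry called that decrease with an adjusted p of 7.2e-07. The number of its genes past the threshold was 0, 2, 1 and 1 in Bub1b_R, on the arrays labelled Chek1_R, in Ppm1g_R and in Ppp2r1b_R, and 0, 2, 1 and 1 when adjusted over the list alone. In the pooled comparison, Tnfrsf10b changed by −0.47 (SE 0.11, adjusted p 7.9e-04), Rrm2b by −0.31 (SE 0.06, adjusted p 1.3e-04) and Psrc1 by −0.30 (SE 0.03, adjusted p 6.3e-08), each lower in 4 of 4 clones by its brightest probe and by less than 1.5-fold. The other 3 Tnfrsf10b probes tested changed by −0.04, −0.08 and −0.06 and were higher in Ppp2r1b_R (0.48, 0.15 and 0.31). Trp53 itself changed by −0.12 (SE 0.05, adjusted p 0.0425, 3 of 4 clones).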

We analyzed the direct targets of p53 (Lee et al., 2010) and found increased expression levels of p53 target genes in the absence of these PRs (Figure 2E). Depletion of these PRs decreased expression of pluripotency genes and increased expression of p53-occupied ectodermal and mesodermal genes in these PR rescue cells (Figures S2D–S2F). 

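In the pooled comparison of Dox withdrawal the pluripotency set changed by −0.31 log2 (camera, adjusted p 5.0e-04), with 8 of 8 genes lower. The mesoderm set changed by 1.16 (adjusted p 5.0e-04, 4 of 5 genes higher) and the ectoderm set by 0.75 (adjusted p 0.00535, 2 of 2 genes higher). The endoderm set changed by 0.29 (adjusted p 0.139). The 4 clones include the arrays labelled Chek1_R. Adjusted over the list alone, 1 pluripotency, 3 mesoderm, 1 ectoderm and 0 endoderm genes passed the threshold in the pooled comparison, against 1, 3, 1 and 0 when adjusted over all probes. Which of the mesoderm and ectoderm genes p53 occupies was not in the files at hand. From the lower expression of ESC genes and the higher expression of mesodermal and ectodermal genes, the paper concludes that depletion of these regulators impairs ESC gene expression and induces mesodermal and ectodermal differentiation.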

Importantly, knockdown of p53 partially or completely rescued the loss of expression of self-renewal genes upon mRNA depletion of any of the 5 PRs (Figure 2F). These results imply a potential link between DNA damage-associated p53 signaling and PR-controlled ESC self-renewal.

### ESC Genome Stabilization by PRs

To determine the transcriptional changes in crucial ESC-associated gene expression following Dox-mediated PR restoration, an enriched GO classification method was applied to gain further insight into biological functions. We first focused on 380 previously recognized ESC signature genes (Ben-Porath et al., 2008) and found 119 of them to be enriched following restoration of the 5 PR transcripts (Figure 3A). These genes represent the ESC-related genes consistently disrupted by loss of the 5 PRs. 

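The ESC signature list was not at hand, and the count of its genes could not be derived again. The mean over the 4 clones of the change on Dox withdrawal was negative for the brightest probe of each of the 8 pluripotency genes of Table S1. The other Tbx3 probe tested changed by 0.14, and the other probes tested of these genes were negative too. Tcl1 changed by −0.64 (SE 0.03, adjusted p 1.7e-15, 4 of 4 clones), Esrrb by −0.47 (SE 0.03, adjusted p 6.0e-12, 4 of 4 clones) and Pou5f1 by −0.37 (SE 0.04, adjusted p 1.7e-07, 4 of 4 clones). Sox2 changed by −0.30 (SE 0.04, adjusted p 4.2e-06, 3 of 4 clones), Zfp42 by −0.24 (SE 0.06, adjusted p 0.00231, 2 of 4 clones) and Nanog by −0.20 (SE 0.05, adjusted p 0.00176, 3 of 4 clones). Tbx3 changed by −0.17 (SE 0.05, adjusted p 0.00308, 3 of 4 clones) and Klf4 by −0.10 (SE 0.06, adjusted p 0.156, 3 of 4 clones). Tcl1 alone passed 1.5-fold.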

We then mapped the overrepresented GO_BPs of these 119 genes using the Biological Network Gene Ontology (BiNGO) tool (Maere et al., 2005) to reveal 6 major intrinsic and extrinsic signaling cascades, including metabolism, cell cycle and checkpoints, DNA replication, DNA damage and repair, biosynthesis, and transcription (Figure 3B). Impairment of ESC gene function was correlated with high γ-H2AX levels (Figure 3C), implying that the 5 PRs have roles in maintaining genome integrity. Indeed, silencing of Chek1 and Aurka increases DNA damage and genomic instability (Paulsen et al., 2009). Loss of Pp2a leads to inefficient DNA repair, resulting in hypersensitivity to DNA damage (Chowdhury et al., 2005). Moreover, Bub1b and Ppm1g modulate genome function by maintaining normal mitotic spindle assembly checkpoint function (Rao et al., 2005) and mRNA processing (Murray et al., 1999; Paulsen et al., 2009), respectively (Figure 3D).

To obtain a comprehensive picture of the relationship between the 5 PRs and DNA damage, we utilized Michigan Molecular Interactions (MiMI) (Gao et al., 2009) and identified 160 molecules hypothesized to interact with these PRs. Depletion of these 160 molecules involved in the 5 PR MiMI-generated interactome was highly associated with elevated γ-H2AX levels, implying a role of the pluripotency PR-associated interactome in regulating the DNA damage response (Figure S3A). Additionally, the expression levels of interactome components are increased in undifferentiated ESCs (Figure S3A). Network Module Identification in Cytoscape (NeMo) (Rivera et al., 2010) identified functionally related modules in this interactome and found that both anaphase-promoting complex and replication protein A complex-associated modules are enriched in undifferentiated ESCs and that depletion of these sub-interactomes is associated with high γ-H2AX levels (Figures S3B and S3C). These analyses support the concept that the 5 PRs function as a bridge linking genome integrity and ESC identity.

To investigate the roles of the 5 PRs in maintaining normal ESC genome function, we examined knockdown-dependent γ-H2AX levels. We found higher levels of γ-H2AX after each knockdown (Figure 3E). A comet assay also showed that the 5 rescue clones have similar levels of DNA damage compared with controls in the presence of the 5 PRs but that comet tail migration increased upon their depletion (Figures 3F and S3D). To further characterize whether depletion of the 5 PRs leads to genomic instability, single-cell karyotypes were examined 14 days after shRNA-mediated downregulation, revealing an increase in multiple forms of genomic abnormalities (Figure 3G). Depletion of Chek1 mainly caused polyploidy and tetraploidy, depletion of Aurka resulted in an increase in chromosome fusions and c-anaphase, depletion of Bub1b caused a broad range of genomic abnormalities, and depletion of Pppm1g and Ppp2r1b increased the percentage of aberrant metaphase and chromosome breaks and fusions. These results suggest that the 5 PRs regulate genome integrity in ESCs.

### Maintenance of Genome Stability in ESCs

Based on our results, we hypothesized that genome integrity is essential for maintaining pluripotency. To test this directly, we treated ESCs with hydroxyurea (HU) and aphidicolin (APH), two chemicals known to induce a DNA replication stress-associated DNA damage response. Upon HU and APH treatment, ESCs dissociated from each other, lost their compact colony morphologies, and attached to the bottoms of culture dishes (Figure 4A). In addition, we observed a consistent decrease in expression levels of pluripotency transcription factors and an increase in the levels of several lineage markers (Figure 4A). These findings suggest that an increase in cellular DNA damage disrupts ESC self-renewal and triggers differentiation. It has been shown that disruption of DNA replication and checkpoints as well as mRNA processing increases DNA damage and causes genomic instability (Paulsen et al., 2009). Notably, the expression levels of molecules in these genome integrity-associated families are enriched in primary embryonic tissues and undifferentiated ESCs (Figure 4B), suggesting critical roles during embryonic development.

To more globally test whether genome integrity-associated molecules affect ESC identity, we designed shRNAs targeting 22 gene products involved in DNA replication and checkpoint-associated functions, all known to trigger DNA damage upon knockdown (Table S3). Strikingly, in 11 of 22 cases (Atr, Rpa1, Rrm1, Rrm2, Setd8, Mcm4, Mcm5, Mcm6, Mcm10, Topbp1, and Timeless), we observed detrimental effects on the expression of at least 4 of 8 pluripotency transcription factors (TFs) (Figures 4C and 4D; Table S1). shRNA-transduced ESCs exhibited lower AP activity and enhanced differentiated morphologies compared with control ESCs (Figure S4A).

In addition, suppression of several molecules essential for mRNA processing (Table S3) has been shown to result in genomic instability (Li and Manley, 2005, 2006). shRNA-mediated downregulation of 6 of 10 selected gene products (Snrpd1, Snrpd3, Snrpb, Snrpe, Sf3a3, and Snw1) resulted in decreased pluripotency transcription factor expression levels (Figure 4E; Table S1) as well as more differentiated morphologies (Figure S4A). These results strongly link increased genomic instability caused by impairment of DNA replication, checkpoint activity, and mRNA processing machineries with loss of ESC identity.

Recently, genes involved in Charcot-Marie-Tooth disease (CMT) have been reported to play roles in controlling genome stability (Paulsen et al., 2009). We studied the knockdown effect of CMT gene products on ESC self-renewal (Table S3) and found that knockdown of 4 of 7 gene products (Sh3tc2, Pmp22, Mpz, and Cmt4b2) led to substantial effects on the expression levels of at least 4 of 8 ESC pluripotency transcription factors (Figure 4F; Table S1) as well as differentiated cell morphologies (Figure S4A). These results suggest that loss of genome integrity-associated CMT gene products may substantially affect stem and progenitor cell self-renewal in CMT patients, possibly contributing to abnormal neural development and function.

We next investigated whether p53 plays a role in impairing ESC self-renewal upon depletion of DNA damage and genome instability-associated genes. We examined global transcriptome alterations following depletion of DNA replication checkpoint genes (*Atr, Mcm4, Mcm5,* and *Mcm6*), the Fanconi anemia gene (*Fanca*), mRNA processing genes (*Snrpal* and *Snrpd3*), and CMT genes (*Sh3tc2* and *Cmt4b2*). GSEA revealed enriched expression of p53-regulated genes upon knockdown of these DNA damage-associated genes (Figure 4G), indicating activation of p53 upon knockdown of these genes. Importantly, knockdown of p53 partially or completely abrogates the loss of self-renewal gene expression caused by depletion of DNA damage-associated genes (Figure S4B). These results conclusively place p53 activation at the center of the link between DNA damage/genome instability and ESC differentiation.

## DISCUSSION

Application of systematic bioinformatic analyses to the 5 PR gene products identified in our screen helped identify common signals and pathways that ultimately pointed toward maintenance of genome integrity as the unifying pathway underlying regulation of ESC identity. Mouse ESCs have been reported to have 100-fold lower mutation rates than a variety of somatic cells (Cervantes et al., 2002; Hong et al., 2007). In addition, human ESCs have an enhanced ability to repair multiple forms of DNA damage (Maynard et al., 2008). We speculate that preservation of ESC genome integrity allows maintenance of ESCs in an undifferentiated and self-renewing state and enables their organized differentiation into multiple cell types with high fidelity. Moreover, induction of differentiation in DNA-damaged pluripotent cells removes them from the highly proliferative pool, minimizing their potential to contribute to dramatic organismal damage. Genome maintenance pathways are enhanced in human ESCs, implying that their self-renewal- and pluripotency-associated functions are evolutionarily conserved. Deficiencies in genome maintenance pathways have been shown to decrease the self-renewal abilities of hematopoietic stem cells under conditions of stress (Nijniket al., 2007; Rossi et al., 2007), suggesting that other classes of stem cells may safeguard their undifferentiated properties and minimize the potential for pathological damage through similar mechanisms.

Interestingly, it is difficult to generate iPSCsfrom Fanconi anemia patient-derived cells (Raya et al., 2009). This raises the question of whether maintenance of genome stability is an essential feature of the reprogramming process. In fact, deficiencies in Atm or Trp53bp1, two proteins participating in DNA damage repair (Marión et al., 2009), lead to decreased reprogramming efficiency. Therefore, it is possible that cellular attainment of high genome integrity may function as a checkpoint during the iPSC reprogramming process and/or stabilize the acquired pluripotent state of iPSCs. Further characterization of the role of genome integrity in iPSC generation and self-renewal of iPSCs will provide additional insights into cell fate regulation and likely provide an additional lever by which the relative proportions of downstream lineages can be tweaked.

## STAR★METHODS

### LEAD CONTACT AND MATERIALS AVAILABILITY

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dung-Fang Lee ().

### EXPERIMENTAL MODEL AND SUBJECT DETAIL

#### Mouse ESC culture

Cell culture of mouse ES cell lines CCE, E14T, and rescue clones were performed as described previously (Lee et al., 2012a, 2012b). To induce a DNA replication stress-associated DNA damage response, 1mM HU and 0.4μg/ml APH were used to treat CCE cells. Pluripotency gene expression and ESC cell morphology were examined after 24 hr treatment.

#### Derivation of Ainv15 rescue clones and differentiation assay

Generation of the PR rescue clones was described previously (Lee et al., 2012a, 2012b). Briefly, to generate rescue vectors, the PGK-Puro-IRES-eGFP fragment of the original pLKO.pig vector was replaced with a TRE-MCS-IRES-eGFP fragment (TRE: tetracycline-response element; MCS: multiple cloning site; IRES: internal ribosome entry site; eGFP: enhanced green fluorescent protein) to create a pLKO.TRE-IRES-eGFP (pLKO.tig) vector. The rescue gene was cloned and inserted in the MCS and induced in the presence of Dox. Lentivirus were generated and transduced into Ainv15 cells. Transduced cells were grown on primary MEFs in Dox-containing media and then sorted for GFP-positive cells by Fluorescent Activated Cell Sorting (FACS) on a MoFlo high speed cell sorter (Dako-Cytomation) or FACSVantage SE high speed cell sorter (BD Biosciences), and clones were expanded. Three independent clones were established for each rescue gene. For the differentiation assay, rescue clones were trypsinized and plated on tissue culture dishes for 30 min to remove primary MEFs. The media containing the floating ESCs were collected and re-plated on gelatin coated 10 cm tissue culture dishes at a concentration of 100,000 cells per dish. Cells were grown for 5 days in LIF-containing media with or without Dox and then used for AP staining and qRT-PCR.

### METHOD DETAILS

#### shRNA design, lentivirus generation, and mouse ESC transduction

shRNAs were designed by TRC library database (https://portals.broadinstitute.org/gpp/public/) and Gene Link shRNA explorer (http://www.genelink.com/sirna/shRNAi.asp) and shRNAs utilized in this study are listed in Table S3. The construction of shRNA and production of lentiviral particles were performed as described previously (Lee et al., 2012a, 2012b).

#### qRT-PCR analysis

Total RNA was extracted using Trizol (Invitrogen). 1 μg total RNA was converted into double-stranded cDNA using either the high capacity cDNA reverse transcription kit (Applied Biosystems) or the iScript cDNA synthesis kit (Bio-Rad). Quantitative PCR was performed using either the Fast SYBR Green Master Mix (Applied Biosystems) on a LightCycler480 Real-Time PCR System (Roche) or SYBR Green PCR Master Mix (Bio-Rad) on a CFX96 machine (Bio-Rad). Gene-specific primers used for this study are listed in Table S4.

#### AP and SSEA1 staining

AP and SSEA1 staining were examined using Stemgent Alkaline Phosphatase Staining Kit II (Stemgent) and Phycoerythrin conjugated mouse anti-SSEA1 antibodies (R&D Systems), respectively, following the manufacturer’s recommendations. SSEA1 marker expression was evaluated on a LSR II FACS machine (BD Biosciences).

#### Immunoblotting

Immunoblotting was performed as described previously (Hu et al., 2004; Lee et al., 2007,^2009^,2012a, 2015). Briefly, cells were lysed in RIPA-B buffer (20 mM Na_2_HPO_4_ [pH 7.4], 150 mM NaCl, 1% Triton X-100) containing protease inhibitors (1 mM phenylmethylsulfonyl fluoride, 5 mM NaF, 2 mM sodium orthovanadate, 3μg/ml aprotinin, and 750μg/ml benzamidine). The centrifuged supernatants were dissolved in protein sample buffer, resolved by SDS-PAGE, and transferred to PVDF membranes. For immunoblotting, membranes were blocked with TBST buffer (10 mM Tris-HC1 (pH 7.9), 150 mM NaC1, and 0.05% Tween 20) with either 5% skim milk or 5% BSA, incubated with anti-γH2AX (Millipore, 05-636) antibody and subsequently incubated with HRP-conjugated secondary antibodies and detected by ECL (Amersham Biosciences).

#### Microarray analysis

RNA was isolated and hybridized to Illumina Mouse WG8-V2 whole genome gene expression Beadchip microarray by Asuragen Inc., Texas. All Illumina microarray data were normalized and the differentially expressed genes were identified as described previously (Lee et al., 2012a). The heatmap was generated by the Cluster and Treeview program as described previously (Lee et al., 2009, 2012a, 2015).

#### Panther, GSEA, BiNGO and protein-protein interaction network

GO_BP analysis was performed by Panther Classification System (Thomas et al., 2003). Mouse Gene Atlas analysis was performed by Network2Canvas (Tan et al., 2013). GSEA analysis (Subramanian et al., 2005) was performed by using GSEA software with the enrichment statistic equal to weighted and the metric for ranking genes equal to signal-to-noise. GSEA for Figure 3C and S3A–S3C were performed using pre-ranked γ-H2AX status from a previous study (Paulsen et al., 2009). GSEA for Figures S3A–S3C was performed using the expression data from EB-induced mESC differentiation (Perez-Iratxeta et al., 2005). Identified gene sets from GSEA results were considered to be significantly over- or under-represented when their FDR q-value was less than 0.25 and nominal p value was less than 0.05. BiNGO analysis (Maere et al., 2005) was applied to examine GO biological processes of the enriched expression of ESC signature genes in the 5 PR (+Dox)-maintained ESC self-renewal set. The protein-protein interaction network of genome integrity-associated genes involved in DNA replication and checkpoint, mRNA processing, Fanconi anemia, and CMT disease was established by Cytoscape based on the previous publication (Paulsen et al., 2009). The DNA damage-associated genes were chosen based on previous studies. Heatmaps were generated by the Cluster and Treeview programs as described previously (Lee et al., 2009). The 5 PR-associated protein-protein interaction network was built using MiMI software (Gao et al., 2009) and sub-modules of this network were identified by NeMo (Rivera et al., 2010).

#### Comet assay

Comet assays were performed using the OxiSelect Comet Assay Kit (Cell Biolabs) following the manufacturer’s recommendations. Briefly, 750 cells were mixed with 10 volumes of melted Oxiselect Comet Agarose at 37°C and pipetted onto the Oxiselect Comet Slide. Cells were lysed with pre-chilled lysis buffer at 4°C for 1 h, incubated with pre-chilled alkaline buffer at 4°C for 30 min, and then analyzed by electrophoresis under alkaline condition. Cells were washed with pre-chilled water, fixed with 70% ethanol for 5 min, stained with Vista Green DNA dye, and visualized by Nikon ECLIPSE TE2000-U microscope with X-Cite 120 Fluorescence Illumination System. Images were captured using MetaVue Imaging (Molecular Devices). The comet tail was measured by Comet Assay IV software (Perceptive Instruments).

#### Genomic integrity analysis

Karyotype analysis was performed to examine chromosomal aberrations by the T.C. Hsu Molecular Cytogenetics Core facility at the University of Texas, M.D. Anderson Cancer Center.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All experiments were performed at least three times, and all results were expressed as mean ± SEM. Multiple t test and Student’s t test were applied to determine statistical significance in the experiments. Excel and GraphPad Prism 7 were used for the statistical analysis.

### DATA AND CODE AVAILABILITY

The accession number for the microarray data reported in this paper is GEO: GSE111982. The accession number of the publicly available microarray data used in this paper are GEO: GSE23541 (Figures 2A–2C, 2E, and S2A–S2F) and GEO: GSE16428 (Figures 4G, S2E, and S2F).

## Supplementary Material

1

2

3

4

5

## Figures and Tables

**Figure 1.**
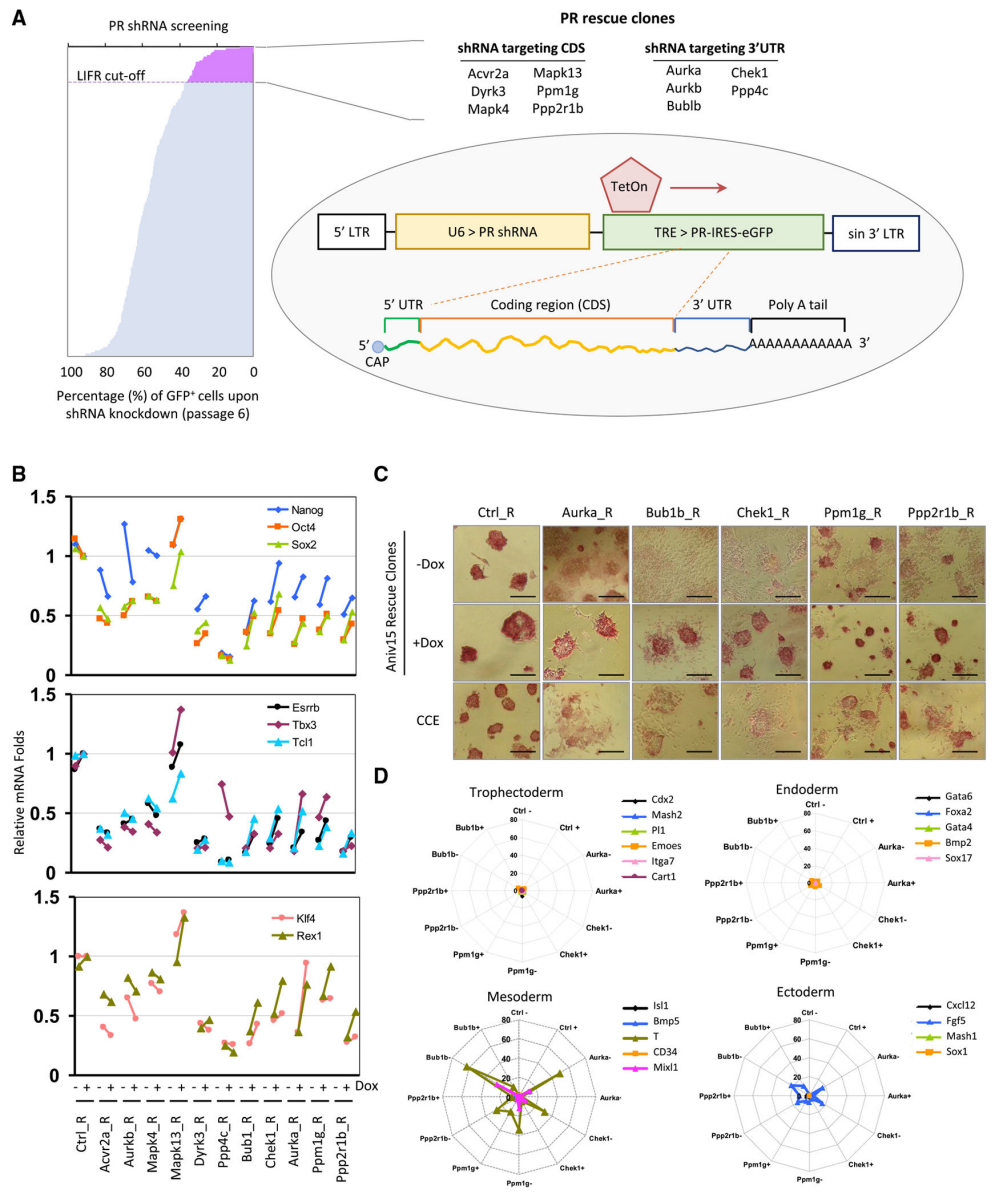
Rescue of shRNA-Induced Self-Renewal Defects by Genetic Complementation (A) A genetic complementation strategy to identify PRs involved in ESC self-renewal. (B) Defective expression of self-renewal markers is completely or partially restored in the Dox-treated Aurka_R, Bub1b_R, Chek1_R, Ppm1g_R and Ppp2r1b_R clones. n = 3 from 3 independent experiments. (C) ESC differentiation is apparent from the morphologies of the 5 PR rescue clones maintained for 5 days without Dox. This was consistent with shRNA-mediated knockdown results in CCE cells. Scale bars, 400 μm. (D) PR knockdown induces the expression of *T, Mixl1*, and *Fgf5*. The 5 PR rescue clones were maintained without feeder cells under either Dox or Dox-free conditions for 5 days. n = 3 from 3 independent experiments.

**Figure 2.**
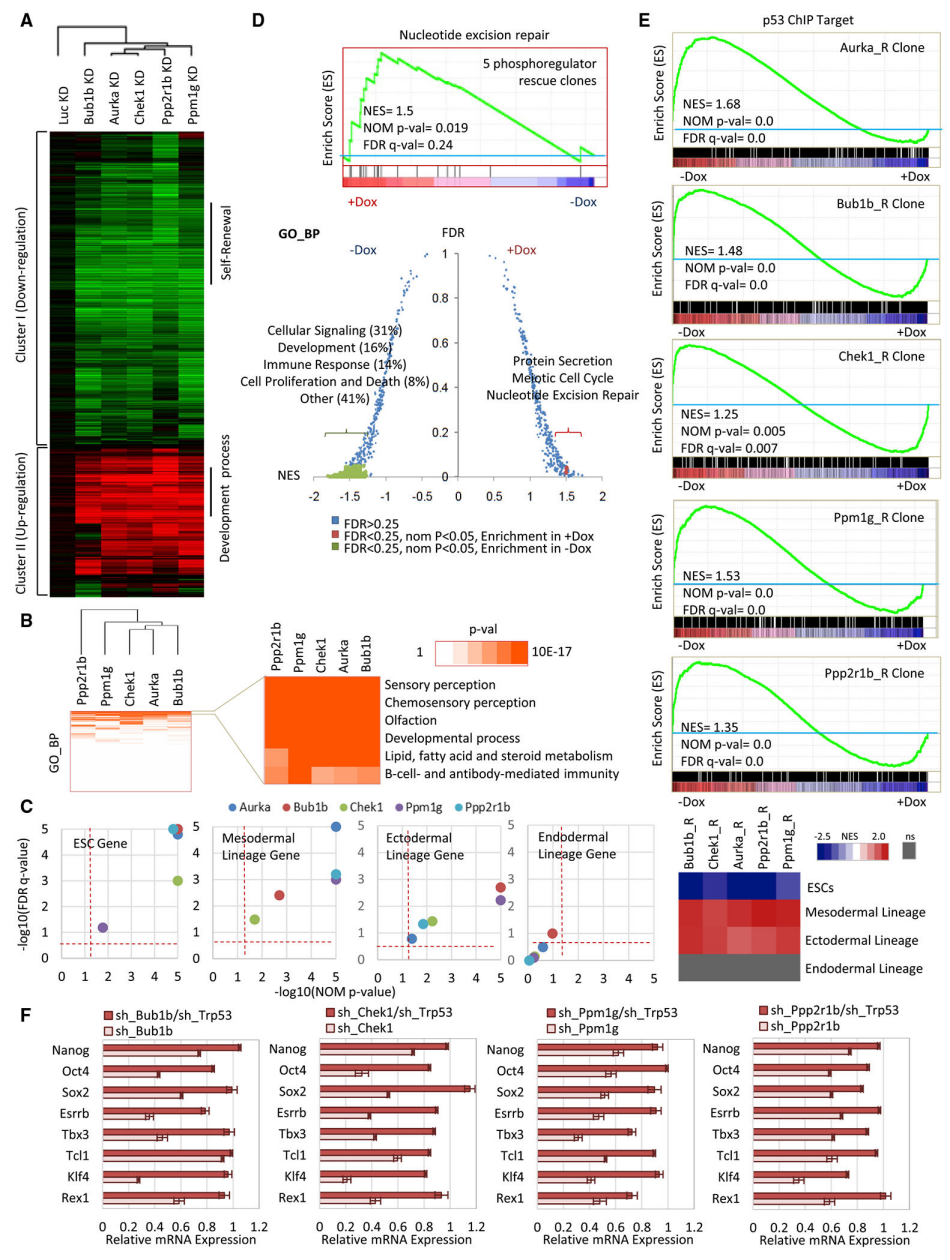
Global Transcriptome Changes after ESC Self-Renewal PR Knockdown (A) Hierarchical clustering of significant gene expression changes upon knockdown of the 5 PRs. (B) Functional categorizations of differentially expressed genes upon knockdown of the 5 PRs were analyzed by GO_BP. (C) Left panels: GSEAs of ESC, ectodermal, endodermal, and mesodermal lineage gene expression upon depletion of 5 PRs. Enriched gene sets were selected based on statistical significance (false discovery rate [FDR] q ≤ 0.25; normalized p ≤ 0.05). ns, not significant. Right panel: Heatmap of normalized enriched scores (NESs) of the lineage gene expression signatures following PR depletion. (D) GSEAs identify the enriched gene sets expressed either in ESCs with maintained expression of the 5 PRs and sustained self-renewal or after loss of these gene products and associated differentiation. A positive NES (red) represents biological processes that are enriched in the transcriptome of ESCs expressing the 5 PRs. A negative NES (green) represents biological processes that are enriched in the transcriptome of ESCs after 5 PR depletion. Enriched gene sets were selected based on statistical significance (FDR q ≤ 0.25; normalized p ≤ 0.05). Biological processes that are not significantly enriched by NES are colored in blue. (E) GSEA indicates enriched expression of p53-regulated genes (p53 chromatin immunoprecipitation [ChIP] targets) upon knockdown of the 5 PRs. (F) Knockdown of p53 completely or partially rescues the loss of expression of self-renewal genes. All values are shown as mean ± SEM with n = 3.

**Figure 3.**
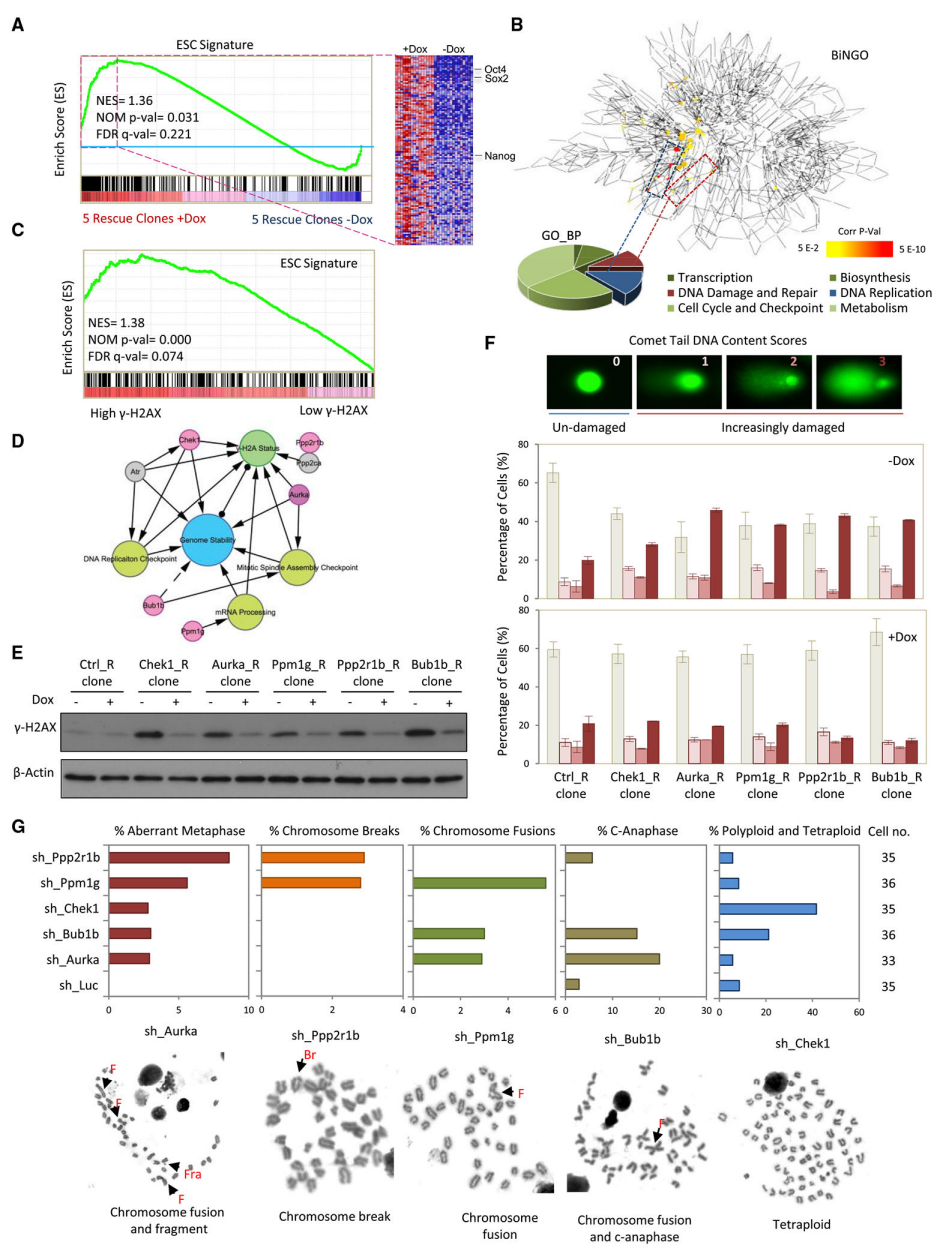
Induction of Genomic Instability upon PR Knockdown (A) GSEA comparing the transcriptomes of the 5 PR rescue clones with (−Dox) versus without (+Dox) PR depletion. (B) BiNGO analysis reveals the 119 ESC signature genes affected by PR depletion to be enriched for biological processes involved in transcription, DNA damage and repair, cell cycle and checkpoint, biosynthesis, DNA replication, and metabolism. (C) Depletion of the 119 ESC signature genes is linked to high γ-H2AX levels by GSEA. (D) Model of the potential signaling network of the 5 PRs in maintaining genome stability. Solid arrows represent known roles. Dashed arrows represent suspected roles. (E) Knockdown of the PRs increases γ-H2AX levels. The 5 PR rescue clones are maintained under feeder layer culture conditions with or without Dox for 3 days and examined by immunoblotting with an anti-γ-H2AX antibody. (F) Comet assay demonstrating an increase in DNA damage upon knockdown of the 5 PRs. Sample images from the comet assay with the different DNA content scores (0,1,2, and 3) are shown at the top. Also shown is a bar graph of the percentage of cells with each comet tail DNA content score in the PR rescue clones with and without Dox. The percentages of cells with scores of 0, 1,2, and 3 are ordered from left to right. All values are shown as mean ± SEM for n = 3. (G) Karyotype analyses reveal different levels of chromosomal abnormalities following knockdown of the 5 PRs. F, chromosome fusion; Fra, chromosome fragment; Br, chromosome breaks. Sample images of each of the 5 classes of chromosomal abnormalities are shown below.

**Figure 4.**
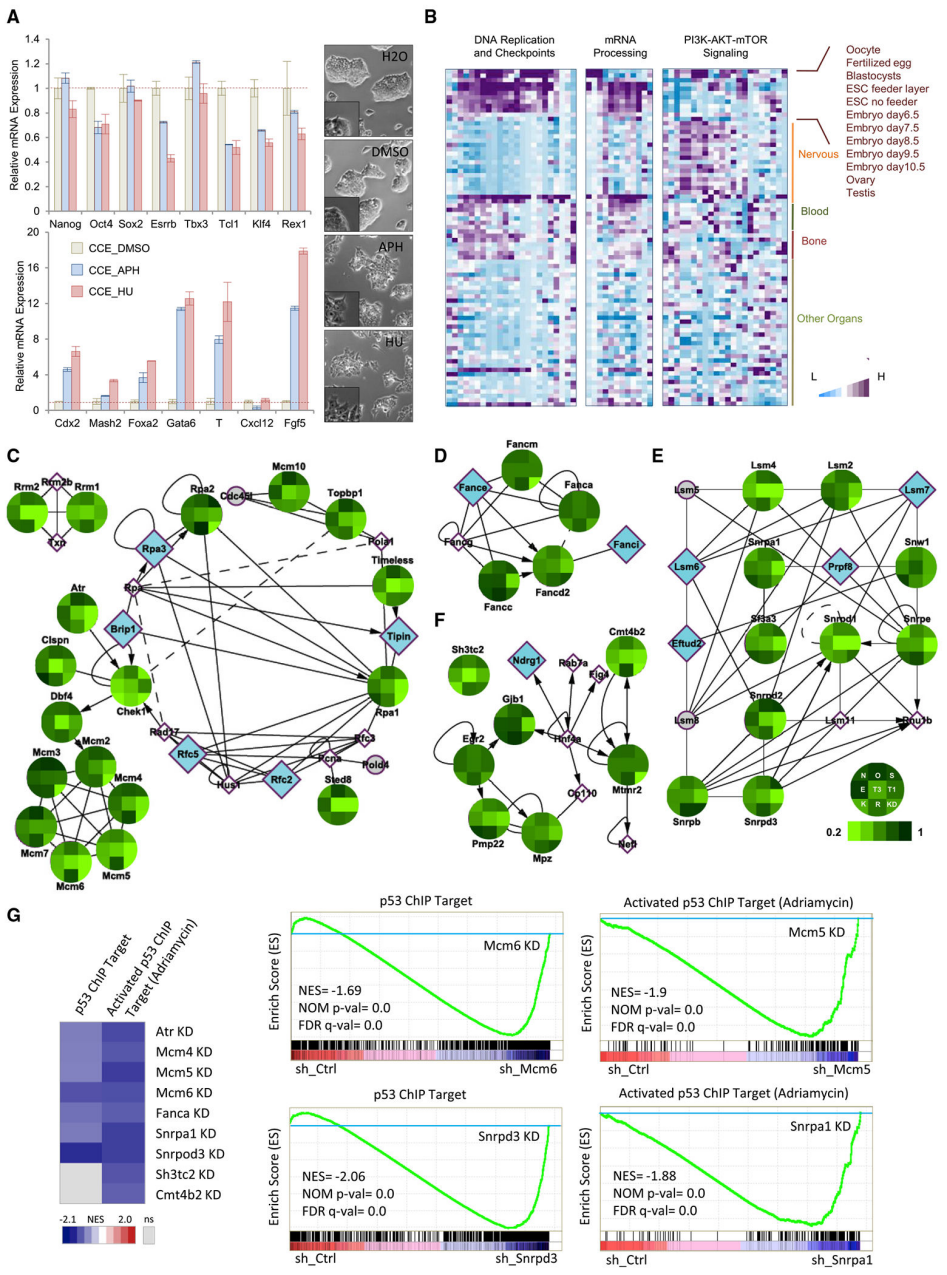
Maintenance of Genome Stability Is Essential for ESC Identity (A) The DNA damage activators HU and APH impair ESC self-renewal and promote ESC differentiation (left panels). All values shown are mean ± SEM for n = 3. Both HU- and APH-treated ESCs demonstrate smoothed colonies without defined colony boundaries (right panels). Scale bars, 100 μm. (B) Heatmaps showing that genes involved in DNA replication and checkpoint and mRNA processing, but not the phosphatidylinositol 3-kinase (PI3K)-AKT-mTOR pathway, are enriched and expressed in pre-implantation tissues, embryonic tissues, and ESCs. Gene expression data from different tissues, including the embryonic stage, nervous system, blood system, bone tissues, and other organs, were acquired from BioGPS using the Mouse Gene Atlas GNF1M. (C-F) Knockdown of genes involved in (C) DNA replication and checkpoint, (D) Fanconi anemia, (E) mRNA processing, and (F) CMT generally decreases expression of the ESC self-renewal genes *Nanog (N), Oct4 (O), Sox2 (S), Esrrb (E), Tbx3 (73), Tcl1 (T1), Klf4 (K)*, and *Rex1 (R)*, as ordered according to the legend at the bottom right. KD, knockdown efficiency of the assayed shRNA construct. The established and putative functional links between these knocked down genes are indicated by solid and dashed arrows, respectively. n = 3 from 3 independent experiments. (G) GSEA indicates enriched expression of p53-regulated genes upon knockdown of genes involved in DNA replication and checkpoint, Fanconi anemia, mRNA processing, and CMT, with p53 ChIP targets enriched in almost all knockdown (KD) shRNA constructs and activated p53 ChIP target enriched in all of the shRNA constructs (left panel). Also shown are examples of significantly enriched (FDR q ≤ 0.25; normalized p ≤ 0.05) p53-related gene sets for select shRNA constructs.

**Table:** KEY REOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
anti-γ-H2AX (1:2000 for IB)	Millipore	05-636; RRID: AB_309864
anti-β-Actin (1:2000 for IB)	Sigma	A2066; RRID: AB_476693
anti-SSEA1 (PE-conjugated) (10 μL/10^6^ cells)	R&D	FAB2155P; RRID: AB_442261
Peroxidase-AffiniPure Goat Anti-Mouse IgG	Jackson ImmunoResearch Labs	115-035-003; RRID: AB_10015289
Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson ImmunoResearch Labs	111-035-003; RRID: AB_2313567
Chemicals, Peptides, and Recombinant Proteins		
Trizol	Invitrogen	15596026
hydroxyurea	Sigma	H8627
aphidicolin	Sigma	89458
ESGRO recombinant mouse LIF protein	Millipore	ESG1107
DMEM Media	GIBCO	11995073
Penicillin/Streptomycin	GIBCO	15140-122
0.25% Trypsin-EDTA	GIBCO	25200-114
Fetal Bovine Serum, Heat Inactivated	Hyclone	SH30071.03HI
Critical Commercial Assays		
OxiSelect Comet Assay Kit	Cell Biolabs	STA-351
Alkaline Phosphatase Staining Kit II	Stemgent	00-0055
High Capacity reverse transcription kit	Applied Biosystems	4368814
iScript cDNA synthesis kit	Bio-Rad	1708891
SYBR Green Master Mix	Applied Biosystems	4309155
SYBR Green PCR Master Mix	Bio-Rad	1725151
Deposited Data		
Raw and analyzed Illumina microarray data	This paper	GEO: GSE111982
Experimental Models: Cell Lines		
Mouse embryonic stem cell line CCE	Lee et al., 2012a, 2012b	N/A
Mouse Ainv15 cell line	Lee et al., 2012a, 2012b	N/A
Ctrl rescue (Ctrl_R) clone	Lee et al., 2012a, 2012b	N/A
Aurka rescue (Aurka_R) clone	Lee et al., 2012a, 2012b	N/A
Bub1b rescue (Bub1b_R) clone	This paper	N/A
Chek1 rescue (Chek1_R) clone	This paper	N/A
Ppm1g rescue (Ppm1g_R) clone	This paper	N/A
Ppp2r1b rescue (Ppp2r1b_R) clone	This paper	N/A
Oligonucleotides		
See Table S3 for oligonucleotide information of shRNAs	This paper	N/A
See Table S4 for oligonucleotide information of qPCR primers	This paper	N/A
See Table S4 for oligonucleotide information of point mutation primers	This paper	N/A
Recombinant DNA		
pLKO.pig (puro-IRES-eGFP)	Lee et al., 2012a, 2012b	N/A
pLKO.pim (puro-IRES-mCherry)	Lee et al., 2012a, 2012b	N/A
pLKO.tig Ctrl_R	Lee et al., 2012a, 2012b	N/A
pLKO.tig Aurka_3_R for generating Aurka_R clone	Lee et al., 2012a, 2012b	N/A
pLKO.tig Acvr2a_1_Rim for generating Acvr2a_R clone	This paper	N/A
pLKO.tig Aurkb_2_R for generating Aurkb_R clone	This paper	N/A
pLKO.tig Chek1_1_R for generating Chek1_R clone	This paper	N/A
pLKO.tig Mapk4_1_Rim for generating Mapk4_R clone	This paper	N/A
pLKO.tig Ppp4c_3_R for generating Ppp4c_R clone	This paper	N/A
pLKO.tig Ppm1g_2_Rim for generating Ppm1g_R clone	This paper	N/A
pLKO.tig Mapk13_2_Rim for generating Aurka_R clone	This paper	N/A
pLKO.tig Ppp2r1b_3_Rim for generating Ppp2r1b_R clone	This paper	N/A
pLKO.tig Dyrk3_2_Rim for generating Dyrk3_R clone	This paper	N/A
pLKO.tig Bub1b_1_R for generating Bub1b_R clone	This paper	N/A
Software and Algorithms		
GSEA	http://software.broadinstitute.org/gsea/index.jsp.	http://software.broadinstitute.org/gsea/index.jsp
Panther Classification System	Thomas et al., 2003	http://www.pantherdb.org/
Network2Canvas	Tan et al., 2013	http://www.maayanlab.net/N2C/#.WqwplcPwaCg
BiNGO	Maere et al., 2005	http://apps.cytoscape.org/apps/bingo
Cytoscape	Paulsen et al., 2009	https://www.cytoscape.org/
MiMI	Gao et al., 2009	http://apps.cytoscape.org/apps/mimiplugin
NeMo	Rivera et al., 2010	http://apps.cytoscape.org/apps/nemo
Cluster 3.0	Stanford University	http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm
GraphPad Prism 7	GraphPad	N/A
FlowJo	BD Biosciences	N/A
Comet Assay IV software	Perceptive Instruments	N/A
Other		
Immuno-Blot PVDF membranes	Bio-Rad	1620177

# Supplementary material for: Genomic Integrity Safeguards Self-Renewal in Embryonic Stem Cells
**Source:** Cell Rep. Author manuscript; Available in PMC 2019 Aug 24.
**Supplement:** 1

**Cell Reports, Volume 28**

## **Supplemental Information**

### **Genomic Integrity Safeguards**

#### **Self-Renewal in Embryonic Stem Cells**

**Jie Su, Dandan Zhu, Zijun Huo, Julian A. Gingold, Yen-Sin Ang, Jian Tu, Ruoji Zhou, Yu Lin, Haidan Luo, Huiling Yang, Ruiying Zhao, Christoph Schaniel, Kateri A. Moore, Ihor R. Lemischka, and Dung-Fang Lee**

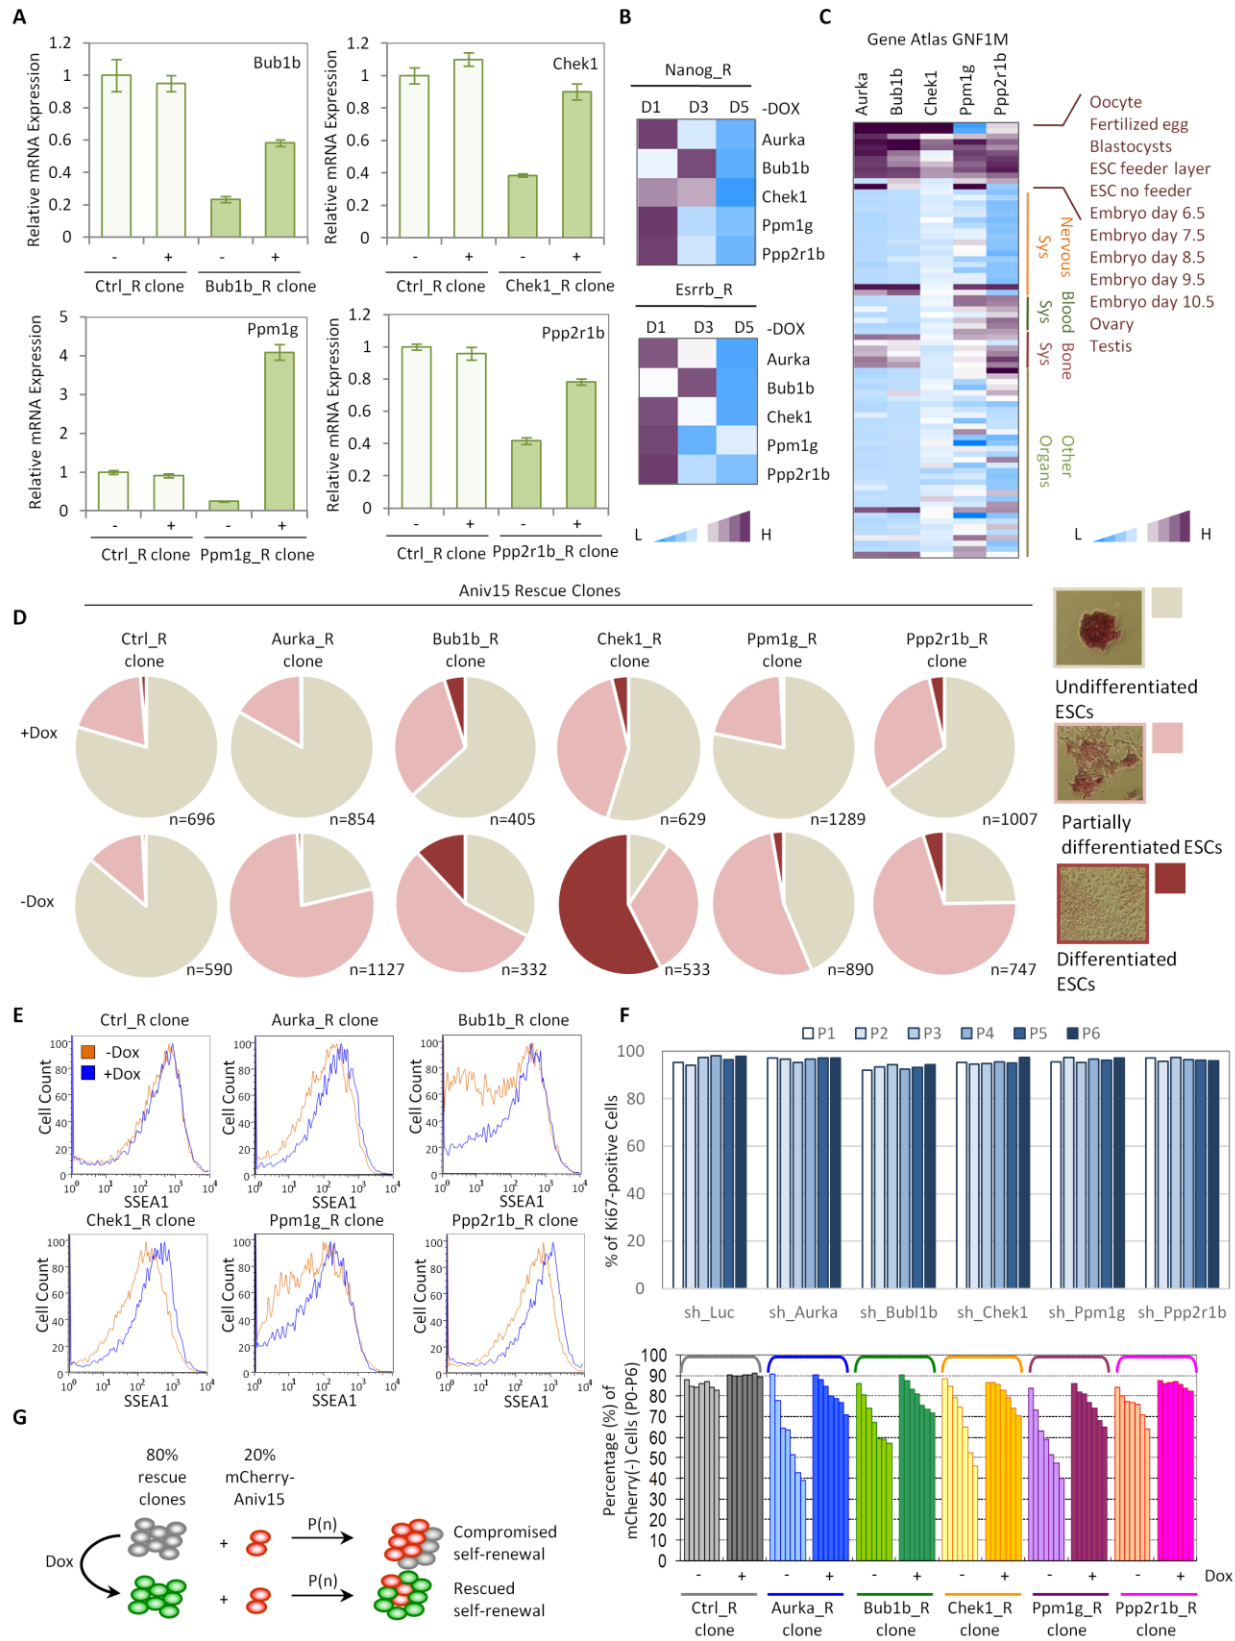

**Figure S1. Characterization of Bub1b\_R, Chek1\_R, Ppm1g\_R and Ppp2r1b\_R clones. Related to Figure 1.**

(A) Expression of the shRNA-targeted genes in the Bub1b\_R, Chek1\_R, Ppm1g\_R and Ppp2r1b\_R rescue clones was examined in presence of Dox by qRT-PCR. All values shown are mean  $\pm$  SEM for n=3.

(B) Time-course experiments demonstrate decreased expression of these 5 PRs following depletion of ESC pluripotency transcription factors Nanog or Esrrb in Nanog\_R and Esrrb\_R clones by withdrawal of Dox.

(C) Heat maps showing enriched expression of Bub1b, Chek1, Ppm1g and Ppp2r1b in pre-implantation tissues, embryonic tissues and ESCs. Gene expression data in different tissues including embryonic stage, nervous system, blood system, bone tissue and other organs were obtained from BioGPS using Mouse Gene Atlas GNF1M database and further analyzed by Cluster and presented by heat maps. High (H) and low (L) expression levels of indicated genes in different tissues are represented in purple and blue colors, respectively.

(D) The Bub1b\_R, Chek1\_R, Ppm1g\_R and Ppp2r1b\_R rescue clones were cultured in either Dox or Dox-free medium. After 5 days in culture, the cells were fixed and tested for AP activity. The number of undifferentiated, partially differentiated, and differentiated ESC clones were counted and represented in pie charts.

(E) Flow cytometry analyses indicate that Dox withdrawal, inducing loss of Aurka, Bub1b, Chek1, Ppm1g or Ppp2r1b, leads to lower expression of ESC surface marker SSEA1.

(F) Cell proliferation of CCE cells depleted of 5 PRs is analyzed by Ki67 staining. Transduced cells are cultured and selected by puromycin. Ki67 positive cells are analyzed at each passage from P1 to P6. n=3 from 3 independent experiments.

(G) Defective ESC self-renewal of Dox-withdrawal rescue clones. shRNA-knockdown (GFP<sup>-</sup>) or rescued (GFP<sup>+</sup>) cells are mixed with mCherry-expressing control cells (mCherry<sup>+</sup>) in a 4-to-1 ratio, and cultured in normal ESC medium with LIF. The percentages of mCherry-negative Ctrl\_R rescue cells remain similar independent of Dox. However, depletion of the 5 PRs by removal of Dox results in impaired self-renewal among rescue clones and a subsequent decline in the mCherry-negative population over 6 cell passages. n=3 from 3 independent experiments.

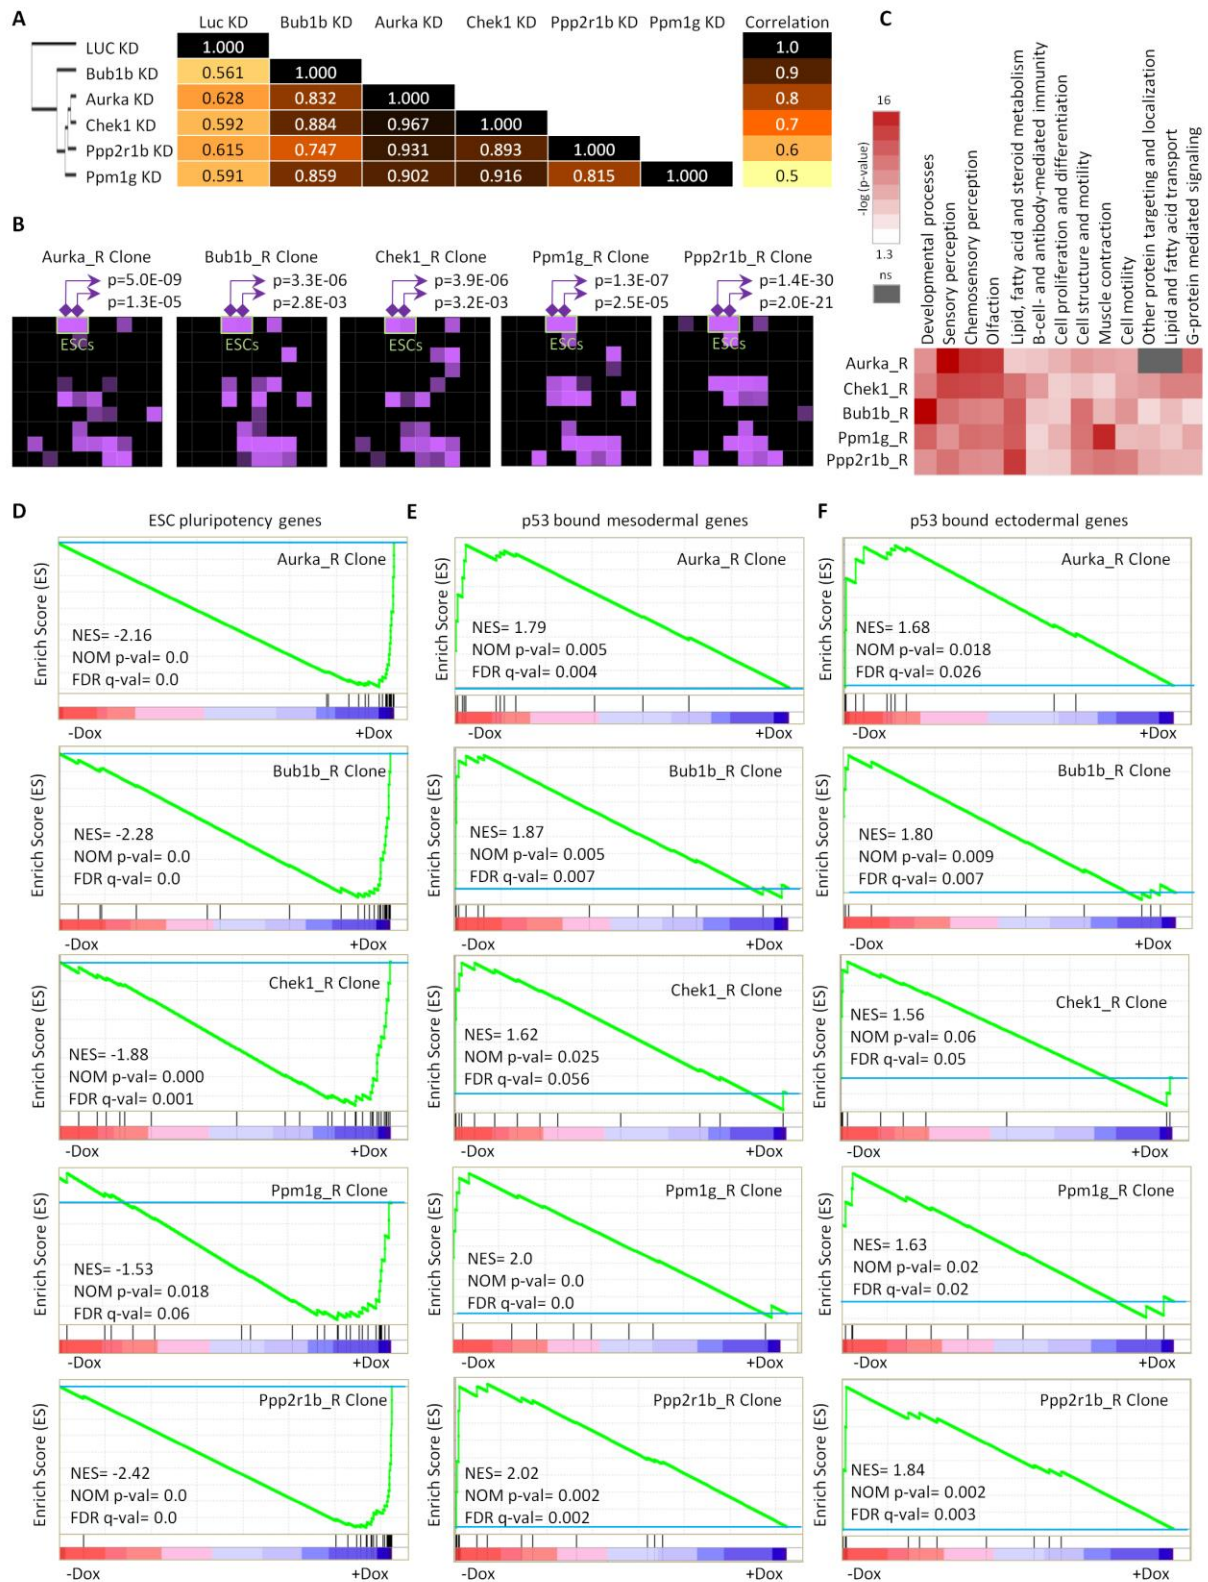

**Figure S2. Impairment of ESC pluripotency and induction of mesodermal and ectodermal lineage differentiation upon ESC self-renewal PR knockdown. Related to Figure 2.**

(A) Hierarchical clustering of Pearson's correlation coefficient of gene expression following knockdown of the 5 PRs. ESCs depleted of the different PRs by shRNAs undergo similar patterns of gene expression, as shown by the high correlation scores off the diagonal in all but the Luc knockdown cells. KD indicates knockdown.

(B) Enrichment analysis using Network2Canvas of significantly influenced genes following depletion of these 5 PRs includes genes identified as enriched in ESCs using Mouse Gene Atlas data (small boxed region), implying an essential role of these 5 PRs in embryo development.

(C) Panther classification analyses of significantly altered genes reveal that knockdown of these 5 PRs affects biological processes mainly involved in sensory perception, olfaction, developmental processes, as well as lipid, fatty acid and steroid metabolism. ns indicates not significant.

(D) GSEA analyses indicate downregulation of ESC pluripotency genes upon knockdown of Aurka, Bub1b, Chek1, Ppm1g and Ppp2r1b.

(E-F) GSEA analyses reveal upregulation of p53-regulated mesoderm and ectoderm target genes upon knockdown of Aurka, Bub1b, Chek1, Ppm1g and Ppp2r1b.

**A**

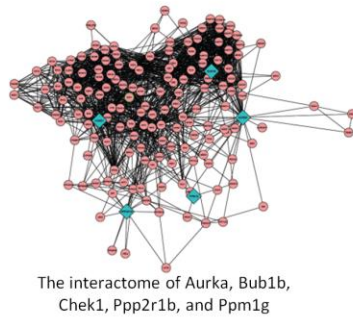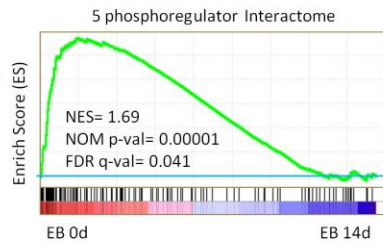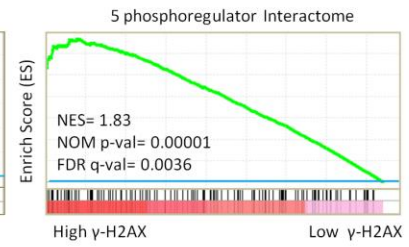

**B**

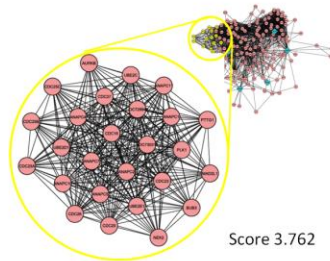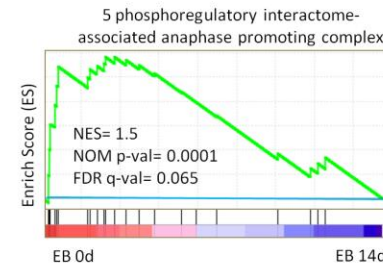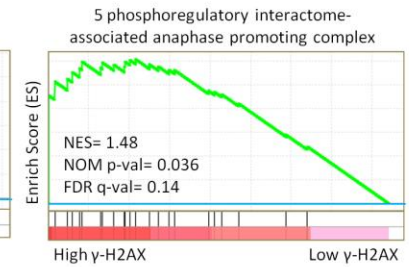

**C**

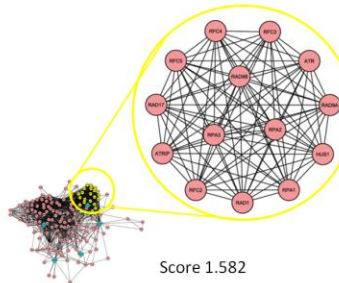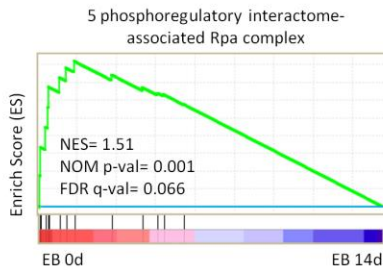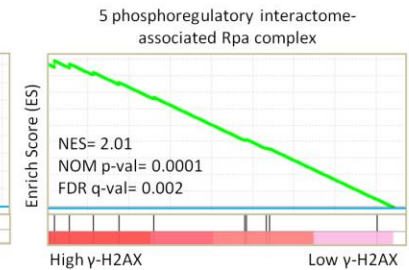

**D**

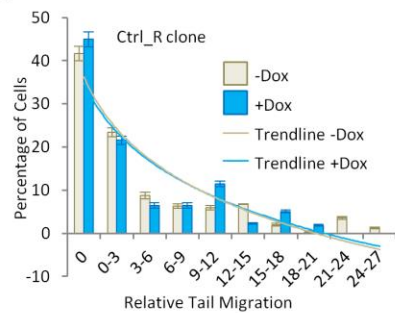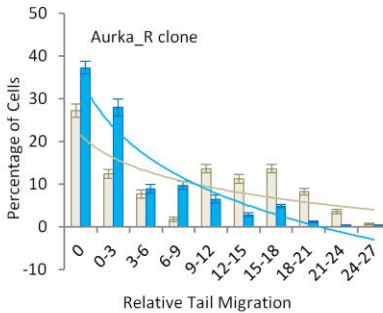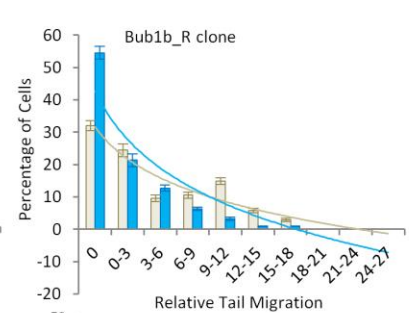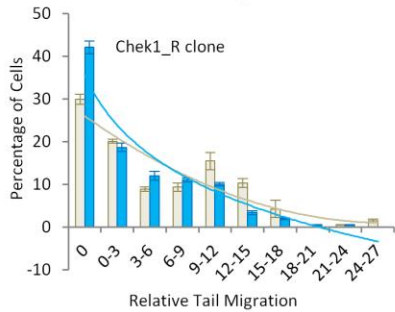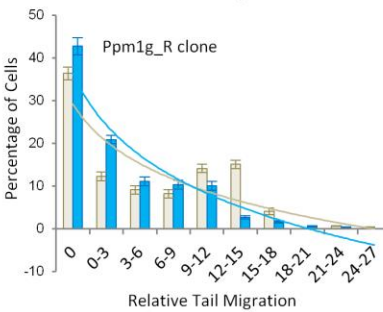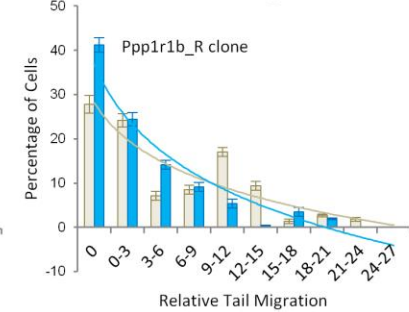

**Figure S3. Maintenance of genome integrity by 5 PRs and their associated interactome. Related to Figure 3.**

**(A)** Expression of genes from the 5 PR-associated interactome (left panel) is enriched in undifferentiated ESCs (EB 0d) compared with ESCs allowed to differentiate (EB 14d) (middle panel) and also in conditions of increased  $\gamma$ -H2AX (right panel) by GSEA analyses.

**(B-C)** Both Apc- and Rpa-associated functional modules are identified in the 5 PR-associated interactome by NeMo analysis. GSEA analyses reveal enriched expression of these two modules in undifferentiated ESCs (EB 0d) as well as in cells with high  $\gamma$ -H2AX levels.

**(D)** Knockdown of 5 PRs leads to increased comet tail lengths. Relative comet tail migration was examined and calculated by the Comet Assay IV program. X-axis represents the relative length of comet tails. All values shown are mean  $\pm$  SEM for n=3.

**Figure S4. Effect of depletion of genes involved in DNA replication and checkpoint, Fanconi anemia, mRNA processing and CMT on pluripotency transcription factor gene expression. Related to Figure 4.**

(A) ESC differentiation is apparent from the morphologies of ESC-expressing shRNAs targeting genes involved in DNA damage when examined by AP staining. Scale bar, 400  $\mu$ m.

(B) Depletion of p53 attenuates the loss of expression of self-renewal genes *Oct4*, *Sox2*, *Nanog*, *Esrrb*, *Tcl1*, *Tbx3*, *Klf4*, and *Rex1*. All values shown are mean  $\pm$  SEM for n=3.

How the deposited data were processed for this re-analysis (not part of the article)

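The authors deposited, for 25697 probes on 30 Illumina mouse WG-8 arrays, a signal intensity that is corrected for background and not normalized between arrays. They also deposited a detection p-value per probe and array. Some detection p cells hold spreadsheet dates in place of a fraction, 46 on Ppm1g_R −Dox replicate 2 and 14 on Bub1b_R −Dox replicate 2. Of these, 28 and 6 were converted back, and the other 18 and 8 took the detection p of the probe with the nearest signal on the same array.

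The analysis ran in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. The deposited intensities were normalized with neqc (background and signal fitted from the detection p-values, an offset of 16, quantiles over the 30 arrays, log2). Of the probes, 15151 with a detection p under 0.05 on at least 3 arrays were kept, which stand for 11177 of 18097 gene symbols. A single limma fit took 1 mean for each of 10 conditions (5 clones with and without Dox, 3 arrays each), with 20 residual and 3.38 prior degrees of freedom. Contrasts were each clone without Dox against Ctrl_R without Dox, each clone without against with Dox, the latter change minus that in Ctrl_R, each clone with Dox against Ctrl_R with Dox, and the mean of the changes in the 4 clones. An F-test asked whether the change on Dox withdrawal differs among the 4 clones. P-values were adjusted by Benjamini and Hochberg's method within a contrast, over all tested probes unless the text says over the list alone. A probe counted as changed at an adjusted p under 0.05 and at least 1.5-fold, and a set or an F-test passed at an adjusted p under 0.05. Array pairs are the 9 pairs of 1 array from each of the conditions compared.

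Gene sets were tested with limma's camera (assumed correlation 0.01) on the brightest probe of each gene, adjusted over 7 sets in a contrast and, for the stress response, feeder and Table S3 lists, over these 3 sets. The pluripotency, mesoderm, ectoderm, endoderm and trophectoderm sets are the genes of Table S1. The p53 target, nucleotide excision repair, stress response and fibroblast feeder lists were written by hand, and a further list came from Table S3. They are not the lists the paper used, which were not at hand. Olfactory receptor probes were tested with Fisher's exact test, adjusted over 4 clones. The log2 ratios of 28 genes in Table S1 were compared with the arrays by permutation (100000 permutations, seed 1), adjusted over 4 clones. Correlations that share the Ctrl_R arrays stand beside 20 simulations of unchanged clones. Random splits of the arrays numbered 10 for comparisons of 3 with 3 arrays and 100 draws otherwise.

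Alternatives set before the array file was read were no background correction (signals under 1 set to 1), scaling to the median, an offset of 50, no detection filter, a detection p under 0.01 on all 3 arrays of a condition (12372 probes), a fit of only the arrays compared, replicate numbers as a block, a limit of 2-fold, no fold limit, a t-test per probe as named in the paper's statistics section, fry, camera with an estimated correlation, the mean of all probes of a gene, Spearman's correlation, correlation over changed probes or over the other contrasts, and leaving out each array. An offset of 200 was added after the data had been seen, as were the set tests of the change relative to Ctrl_R. The paper's text and the readable supplementary files name neither the normalization nor the threshold, and refer to earlier work for them. The 1.5-fold limit was chosen before the array file was read, but after the readable rows of Table S2 had been tallied against the paper's counts, and the stress response list after the first rows of Table S2 had been read.

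Genes are named by a rule fixed before the array file was read. It takes the targeted genes, other genes the paper names, and the genes of the 5 lists from Table S1. From each of the p53, repair, stress response, feeder and Table S3 lists it takes the 3 genes with the largest pooled change. It adds the 5 genes that rose most and the 5 that fell most in the pooled contrast with the same sign in the 4 clones, and the first 5 genes of each readable sheet of Table S2. The brightest probe stands for a gene. Further genes of the feeder list are named outside this rule, after their values were seen, to report how a test of that list was changed. Prl3d1, Alx1, Foxa2, Bmp2 and Sox1 did not pass the detection filter and were not tested.

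The scripts were run on simulated arrays of 15151 probes of which 200 were changed. They recovered 98.5% with 3 false calls for Bub1b_R without against with Dox, and 97% with 3 for Chek1_R against Ctrl_R without Dox. For the change in Ppm1g_R minus that in Ctrl_R it was 93% with 6, and 100% with 0 for the pooled contrast. All simulated changes were larger than 1.5-fold and were added to noise at the level of normalized values. These rates therefore do not cover changes near the 1.5-fold limit, the normalization or the array sets.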

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

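The tests of Ctrl_R probes, of splits with the shared change taken off, of the 2 probes of a gene, of the differences with and without Dox and of the second probes of Mixl1 and other named genes were chosen, and their limits set, only after the results they bear on had been seen.

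The change on Dox withdrawal differed among the 4 clones by limma's F-test for 3639 of 15151 probes. Of these, 1173 (32.2%) moved the same way in the 4 clones and 26 changed past the threshold in opposite directions. The change was largest in Bub1b_R for 460 probes, on the arrays labelled Chek1_R for 1566, in Ppm1g_R for 790 and in Ppp2r1b_R for 823. As large a count came from 2 of 100 random splits of the arrays, the real one included, and the largest other count was 5579. Such splits turn a change shared by the clones into noise, so they do not decide whether clones differ. With the shared change taken off, 1 of 100, the real one, reached the count, the largest other being 890, so chance can be excluded. Relative to the change in Ctrl_R, 780 probes differed in Bub1b_R, 1362 on the arrays labelled Chek1_R, 799 in Ppm1g_R and 497 in Ppp2r1b_R. Random draws gave as many in 10, 10, 5 and 15 of 100 draws. All of these were among the 15 draws that keep or mirror the clone's own split, so chance cannot be excluded by design for these 4 counts. Each clone is compared with itself here, but the signal over background differs between the 2 array sets, and whether this adds to the F-test or to these differences was not tested. The biological explanation, an effect of the depleted gene that differs between clones, and differences between the clones that arose before depletion cannot be told apart with 1 clone per gene.

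Of 62 named genes, 40 differed among the clones by the same test, 10 of them with opposite signs in at least 2 clones and 30 with 1 sign. With opposite signs they were, with their adjusted p, Chek1 (0.00489), Ppm1g (3.6e-07), Sox2 (0.00263), Tbx3 (0.00299), Klf4 (2.9e-04), Zfp42 (0.00182), Gata4 (0.0409), Aqp3 (1.8e-11), Ddit3 (1.3e-04) and Chac1 (3.2e-12). Those with 1 sign were Esrrb (2.0e-04), Tcl1 (5.3e-07), Cdx2 (1.3e-09), Eomes (4.9e-06), Gata6 (1.3e-04), Isl1 (8.1e-07), T (7.1e-13), Mixl1 (3.2e-12), Cxcl12 (0.00128), Fgf5 (5.5e-08), Pold1 (0.0162), Vldlr (0.0180), Dcn (0.0408), Vim (8.7e-05) and Pmp22 (0.0222). The others were LOC100044289 (3.6e-16), Defcr-rs7 (7.6e-13), Evx1 (2.0e-09), AY761185 (8.0e-10), Rab3il1 (0.00127), Cplx1 (0.00881), Aurkc (0.0126), LOC100045403 (5.8e-05), Cd97 (3.5e-04), Icam1 (2.3e-08), 1300013J15Rik (1.1e-06), Slco4a1 (1.9e-05), Gstp2 (2.0e-04), 2410004A20Rik (0.00656) and Mreg (9.1e-06). The directions in Chek1_R hold for the arrays labelled Chek1_R. Ppm1g fell most in its own clone, and the brightest Chek1 probe rose only on the arrays labelled Chek1_R. These tests took the brightest probe of a gene. Of the 14 of these genes with another probe tested, the F-test called every other probe for 8. It did not call the other probe of Sox2 (0.92), Tbx3 (0.353), Klf4 (1 of 2, 0.100), Cxcl12 (0.520 and 0.841), Pmp22 (0.676) and Slco4a1 (0.675), so for these 6 genes the call does not extend to every probe. The second Sox2 probe was lower in all 4 clones.

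Some of these differences depended on the processing. With the replicate number as a block, Vldlr (adjusted p 0.0940), Pmp22 (0.0777), Pold1 (0.0766) and Dcn (0.164) were lost. The losses under the other alternatives follow. Eomes was lost with no background correction (adjusted p 5.9e-07 to 0.0964 over its alternatives). Gata4 was lost with no background correction, median scaling, no detection filter and a fit of the compared arrays alone (adjusted p 0.0397 to 0.0963 over its alternatives). Fgf5 was lost with no background correction (adjusted p 7.1e-10 to 0.155 over its alternatives). Pold1 was lost with median scaling (adjusted p 0.00731 to 0.539 over its alternatives). Dcn was lost with no background correction, no detection filter and a fit of the compared arrays alone (adjusted p 0.0294 to 0.181 over its alternatives). AY761185 was lost with no background correction (adjusted p 1.2e-12 to 0.0582 over its alternatives). Rab3il1 was lost with no background correction (adjusted p 3.1e-04 to 0.301 over its alternatives). Cplx1 was lost with no background correction (adjusted p 9.0e-04 to 0.0993 over its alternatives). 2410004A20Rik was lost with median scaling (adjusted p 0.00375 to 0.327 over its alternatives). Without 1 array, Gata4 (adjusted p 0.0409 with all arrays) was lost without Chek1_R +Dox replicate 1 (0.0534), Chek1_R −Dox replicate 2 (0.0528), Ppm1g_R +Dox replicate 1 (0.0501), Ppm1g_R +Dox replicate 2 (0.0806), Ppm1g_R −Dox replicate 3 (0.0748), Ppp2r1b_R +Dox replicate 1 (0.116), Ppp2r1b_R +Dox replicate 3 (0.0722), Ppp2r1b_R −Dox replicate 1 (0.0806), Ppp2r1b_R −Dox replicate 3 (0.0926), Bub1b_R +Dox replicate 1 (0.0568) or Bub1b_R +Dox replicate 2 (0.0570). Dcn (0.0408 with all arrays) was lost without Chek1_R +Dox replicate 1 (0.0985), Chek1_R +Dox replicate 3 (0.100), Chek1_R −Dox replicate 1 (0.103), Chek1_R −Dox replicate 2 (0.0763), Chek1_R −Dox replicate 3 (0.0637), Ppm1g_R +Dox replicate 2 (0.0540), Ppm1g_R +Dox replicate 3 (0.0558), Ppm1g_R −Dox replicate 3 (0.0550), Ppp2r1b_R +Dox replicate 2 (0.0515), Ppp2r1b_R −Dox replicate 2 (0.0504), Bub1b_R +Dox replicate 2 (0.0602), Bub1b_R +Dox replicate 3 (0.0514), Bub1b_R −Dox replicate 2 (0.0623) or Bub1b_R −Dox replicate 3 (0.0501). Pmp22 (0.0222 with all arrays) was lost without Chek1_R +Dox replicate 1 (0.0906), Chek1_R −Dox replicate 1 (0.0566) or Chek1_R −Dox replicate 2 (0.0850), and Vldlr (0.0180 with all arrays) without Ppm1g_R +Dox replicate 1 (0.0508) or Ppm1g_R −Dox replicate 1 (0.0557).

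Mixl1 rose by 3.24 log2 in Bub1b_R, at least 3.67-fold on the arrays labelled Chek1_R and at least 3.42-fold in Ppm1g_R, and was detected on no array of Ppp2r1b_R. A faulty probe is argued against by a second Mixl1 probe, whose F-test gave an adjusted p of 6.2e-09. By qRT-PCR in Table S1, Mixl1 rose by 1.38 log2 in Ppp2r1b_R, 1.22 in Chek1_R, 1.98 in Ppm1g_R and 3.63 in Bub1b_R. The lack of detection on the arrays of Ppp2r1b_R therefore does not show that Mixl1 did not rise there. A weaker effect of the depletion in Ppp2r1b_R than in Bub1b_R and Ppm1g_R stays open. Against Chek1_R, qRT-PCR shows no smaller rise. No biological explanation was tested.

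With Dox, where the rescue transcript is expressed and the paper reports no array comparison, 1923 probes differed from Ctrl_R in Bub1b_R, 2661 on the arrays labelled Chek1_R, 4410 in Ppm1g_R and 4282 in Ppp2r1b_R. More probes differed from Ctrl_R without Dox than changed on Dox withdrawal, by a factor of 4.03 in Bub1b_R, 3.1 on the arrays labelled Chek1_R, 7.67 in Ppm1g_R and 6.98 in Ppp2r1b_R. A technical difference between the 2 array sets is argued against in Bub1b_R, which shares its set with Ctrl_R, by its factor of 4.03. For the other 3 clones such a difference may contribute. The factor does not bear on a difference in array run between Bub1b_R and Ctrl_R. The Ctrl_R arrays are registered as earlier samples than all others. Where a gene has 2 probes, their disagreement in Chek1_R minus Ctrl_R correlated with that in Ppm1g_R minus Bub1b_R at r of 0.754 across 2807 genes with Dox, and at 0.704 for Ppm1g_R minus Ctrl_R with Ppp2r1b_R minus Bub1b_R. Within the sets the same measure was −0.199. Genes are not independent replicates in these correlations. Differences between clones that are there with Dox are also in line with the tables, since the differences from Ctrl_R with and without Dox correlated at r of at least 0.771 over the 4 clones. How much each contributes in Chek1_R, Ppm1g_R and Ppp2r1b_R cannot be told apart, because these clones and their array set are confounded. Each of the 4 counts was reached by 1 of 10 splits, the real one, a share of 0.1, and with 3 arrays a side these splits cannot exclude chance by design.

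In Ctrl_R itself, whose shRNA targets none of the 4 genes, 167 probes changed on Dox withdrawal, 107 higher and 60 lower. Of these, 129 (77.2%) moved the same way in the mean of the 4 clones, which is in line with an effect of Dox or of its withdrawal shared by the clones. Whether Dox itself or the lost transgene product is behind it stays open, and no biological explanation was tested. The real split alone reached this count, 1 of 10, so these splits cannot exclude chance by design.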

How the results depend on the processing

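The offset of 200 was chosen only after the results had been seen, and every other alternative was set before the data were examined. The cause was not tested for any change given here, unless stated. Counts within 1.5 times their first value are taken as unchanged, and a sign change with neither value past the threshold as no change. Chek1_R stands for the arrays labelled Chek1_R throughout.

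All 19 counts of changed probes kept within this limit without the detection filter and with the stricter filter, and so did all 174 counts with 1 array left out and all 13 counts under an unadjusted t-test. A limit of 2-fold by construction calls fewer probes, 1222 (Bub1b_R), 1500 (Chek1_R label), 1941 (Ppm1g_R) and 2006 (Ppp2r1b_R) against Ctrl_R without Dox; 153 (Bub1b_R), 394 (Chek1_R label), 87 (Ppm1g_R), 92 (Ppp2r1b_R) and 10 (Ctrl_R) on Dox withdrawal. It called 132 (Bub1b_R), 341 (Chek1_R label), 122 (Ppm1g_R) and 75 (Ppp2r1b_R) on Dox withdrawal relative to Ctrl_R, 503 (Bub1b_R), 631 (Chek1_R label), 1655 (Ppm1g_R) and 1485 (Ppp2r1b_R) against Ctrl_R with Dox and 110 in the pooled comparison. No fold limit by construction calls more, 8013 (Bub1b_R), 9179 (Chek1_R label), 9814 (Ppm1g_R) and 9910 (Ppp2r1b_R) against Ctrl_R without Dox; 3700 (Bub1b_R), 4689 (Chek1_R label), 3541 (Ppm1g_R), 3839 (Ppp2r1b_R) and 1144 (Ctrl_R) on Dox withdrawal. It called 1847 (Bub1b_R), 2766 (Chek1_R label), 1821 (Ppm1g_R) and 1254 (Ppp2r1b_R) on Dox withdrawal relative to Ctrl_R, 6052 (Bub1b_R), 7513 (Chek1_R label), 9346 (Ppm1g_R) and 9292 (Ppp2r1b_R) against Ctrl_R with Dox and 7024 in the pooled comparison. The offset of 200 gave 1175 (Bub1b_R), 1334 (Chek1_R label), 1729 (Ppm1g_R) and 1836 (Ppp2r1b_R) against Ctrl_R without Dox. With an offset of 50, which by construction shrinks changes of dim probes, the counts were 460 (Bub1b_R), 915 (Chek1_R label), 339 (Ppm1g_R), 342 (Ppp2r1b_R) and 45 (Ctrl_R) on Dox withdrawal, 434 (Bub1b_R), 860 (Chek1_R label), 439 (Ppm1g_R) and 274 (Ppp2r1b_R) on Dox withdrawal relative to Ctrl_R, 1220 (Bub1b_R) and 1593 (Chek1_R label) against Ctrl_R with Dox and 301 in the pooled comparison. Without background correction they were 293 (Ctrl_R) on Dox withdrawal and 1217 in the pooled comparison. Median scaling gave 288 (Ppp2r1b_R) on Dox withdrawal relative to Ctrl_R, and a fit of the compared arrays alone, with fewer degrees of freedom, 80 (Ctrl_R) on Dox withdrawal and 213 (Ppp2r1b_R) on Dox withdrawal relative to Ctrl_R. The t-test of the paper's statistics section, adjusted, left 441 (Ppm1g_R), 206 (Ppp2r1b_R) and 15 (Ctrl_R) on Dox withdrawal.

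Median scaling moved the median of all probes to 0.10 log2 in Bub1b_R and to −0.18 in Ppp2r1b_R against Ctrl_R without Dox, and to −0.18 in Ppp2r1b_R with Dox. The balance of directions moved with it, to 2472 higher and 1340 lower in Bub1b_R against Ctrl_R without Dox, 1913 higher and 3715 lower in Ppp2r1b_R against Ctrl_R without Dox, 584 higher and 349 lower in Bub1b_R on Dox withdrawal, 892 higher and 596 lower on the arrays labelled Chek1_R on Dox withdrawal, 310 higher and 546 lower in Ppm1g_R relative to Ctrl_R, 1425 higher and 657 lower in Bub1b_R against Ctrl_R with Dox and 1608 higher and 3136 lower in Ppp2r1b_R against Ctrl_R with Dox. Without background correction the pooled comparison held 617 higher and 600 lower, and 215 higher and 86 lower at an offset of 50. A limit of 2-fold left larger shares higher, 123 higher and 30 lower in Bub1b_R on Dox withdrawal, 271 higher and 123 lower on the arrays labelled Chek1_R on Dox withdrawal, 69 higher and 23 lower in Ppp2r1b_R on Dox withdrawal, 9 higher and 1 lower in Ctrl_R on Dox withdrawal, 96 higher and 36 lower in Bub1b_R relative to Ctrl_R, 249 higher and 92 lower on the arrays labelled Chek1_R relative to Ctrl_R, 51 higher and 24 lower in Ppp2r1b_R relative to Ctrl_R, 908 higher and 577 lower in Ppp2r1b_R against Ctrl_R with Dox and 96 higher and 14 lower in the pooled comparison. With no fold limit there were 616 higher and 528 lower in Ctrl_R on Dox withdrawal and 3333 higher and 3691 lower in the pooled comparison.

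Of 97 set results, 97 kept their direction and call at an offset of 50. Without background correction these were no longer past the threshold, ectoderm in Bub1b_R (0.70), trophectoderm on the arrays labelled Chek1_R (2.15), pluripotency in Ppm1g_R (−0.17), ectoderm in Ppm1g_R (0.52), trophectoderm in Ppm1g_R (0.74), trophectoderm in Ppp2r1b_R (1.39), endoderm in Bub1b_R relative to Ctrl_R (0.77), trophectoderm in Bub1b_R relative to Ctrl_R (1.35), ectoderm on the arrays labelled Chek1_R relative to Ctrl_R (1.65), trophectoderm on the arrays labelled Chek1_R relative to Ctrl_R (1.59), mesoderm in Ppm1g_R relative to Ctrl_R (1.13), ectoderm pooled (0.83) and trophectoderm pooled (1.55). Median scaling lost p53 target in Bub1b_R (−0.051), stress response on the arrays labelled Chek1_R (−0.15), Table S3 in Ppp2r1b_R (−0.058) and pluripotency in Bub1b_R relative to Ctrl_R (−0.19) and added Table S3 in Ppm1g_R (−0.15), ectoderm in Bub1b_R relative to Ctrl_R (0.61) and trophectoderm in Ppm1g_R relative to Ctrl_R (0.41). Without the detection filter, trophectoderm in Ppp2r1b_R (0.37) and endoderm in Bub1b_R relative to Ctrl_R (0.35) were lost and p53 target on the arrays labelled Chek1_R (−0.14), stress response in Ppp2r1b_R (−0.13), p53 target in Bub1b_R relative to Ctrl_R (−0.11) and p53 target on the arrays labelled Chek1_R relative to Ctrl_R (−0.15) passed. The stricter filter lost stress response in Ppp2r1b_R against Ctrl_R (−0.58), p53 target in Bub1b_R (−0.11), stress response on the arrays labelled Chek1_R (−0.24), pluripotency in Ppm1g_R (−0.17), stress response in Ppm1g_R (−0.12) and Table S3 in Ppp2r1b_R (−0.074). A fit of the compared arrays alone lost stress response in Ppp2r1b_R against Ctrl_R (−0.58), Table S3 in Ppp2r1b_R against Ctrl_R (−0.14), p53 target in Bub1b_R (−0.10), trophectoderm on the arrays labelled Chek1_R (1.39), pluripotency in Ppm1g_R (−0.17), ectoderm in Ppm1g_R (0.48), trophectoderm in Ppm1g_R (0.60), stress response in Ppm1g_R (−0.12) and trophectoderm on the arrays labelled Chek1_R relative to Ctrl_R (1.19). The mean of all probes of a gene lost stress response in Ppp2r1b_R against Ctrl_R (−0.52), stress response on the arrays labelled Chek1_R (−0.21), pluripotency in Ppm1g_R (−0.15), ectoderm in Ppm1g_R (0.43), stress response in Ppm1g_R (−0.12) and pluripotency in Ctrl_R (−0.10) and added p53 target in Bub1b_R relative to Ctrl_R (−0.12). A correlation estimated from the data lost trophectoderm in Ppp2r1b_R (0.59) and endoderm in Bub1b_R relative to Ctrl_R (0.58). Fry, which by construction asks whether the genes of a set change rather than whether they change more than others, lost none and added stress response in Bub1b_R against Ctrl_R (−0.21), Table S3 in Bub1b_R against Ctrl_R (0.077), Table S3 on the arrays labelled Chek1_R against Ctrl_R (0.070), nucleotide excision repair in Bub1b_R (−0.051), stress response in Bub1b_R (0.085), feeder in Bub1b_R (0.24), pluripotency on the arrays labelled Chek1_R (−0.049), p53 target on the arrays labelled Chek1_R (−0.15), nucleotide excision repair on the arrays labelled Chek1_R (−0.019), feeder on the arrays labelled Chek1_R (0.35), endoderm in Ppm1g_R (0.26), nucleotide excision repair in Ppm1g_R (−0.038), Table S3 in Ppm1g_R (−0.050), mesoderm in Ppp2r1b_R (0.39), ectoderm in Ppp2r1b_R (0.32), nucleotide excision repair in Ppp2r1b_R (−0.073), stress response in Ppp2r1b_R (−0.14), mesoderm in Ctrl_R (0.20), ectoderm in Ctrl_R (0.17), trophectoderm in Ctrl_R (0.20), ectoderm in Bub1b_R relative to Ctrl_R (0.50), p53 target in Bub1b_R relative to Ctrl_R (−0.11), pluripotency on the arrays labelled Chek1_R relative to Ctrl_R (0.16), p53 target on the arrays labelled Chek1_R relative to Ctrl_R (−0.16), ectoderm in Ppm1g_R relative to Ctrl_R (0.31), trophectoderm in Ppm1g_R relative to Ctrl_R (0.39), mesoderm in Ppp2r1b_R relative to Ctrl_R (0.19), trophectoderm in Ppp2r1b_R relative to Ctrl_R (0.38), endoderm pooled (0.29), p53 target pooled (−0.069) and nucleotide excision repair pooled (−0.045).

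Within a clone, the residuals of the arrays with and without Dox that share a replicate number correlated at −0.0835 to 0.131 over 15 pairs of arrays, 1 of them over 0.1. Pairing between clones was not computed. With the replicate number as a block all 19 counts were unchanged, and the sets past the threshold no longer included stress response in Ppp2r1b_R against Ctrl_R (−0.58), Table S3 in Ppp2r1b_R against Ctrl_R (−0.14), p53 target in Bub1b_R (−0.10), trophectoderm in Ppp2r1b_R (0.59) and Table S3 in Ppp2r1b_R (−0.072). Of the named genes, the F-test among the 4 clones then no longer called Pold1, Vldlr, Dcn and Pmp22, and it called Sox17 and Tnfrsf10b as well.

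The mean correlation of the 6 pairs of clones was 0.406 without background correction, 0.565 at an offset of 50, 0.501 without the filter and 0.579 with the stricter one. It was 0.460 with Spearman's measure, 0.686 over changed probes, 0.740 for differences from Ctrl_R and 0.582 relative to the change in Ctrl_R. The mean of the 4 pairs with Ctrl_R was 0.126 without background correction, 0.268 at an offset of 50, 0.209 without the filter, 0.278 with the stricter one and 0.364 over changed probes.

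The odds ratios of olfactory receptor probes kept their call at an offset of 50. Without the filter a low ratio follows by construction, since 1008 of 1160 olfactory receptor probes were detected on no array. The odds ratios kept their call there too, which therefore adds no evidence. With the stricter filter, under which by construction only 7 such probes are tested, they were 0.479 in Bub1b_R, 2.92 on the arrays labelled Chek1_R, 2.34 in Ppm1g_R and 2.28 in Ppp2r1b_R, of which the latter 3 reversed. They lost their call without background correction at 0.886 on the arrays labelled Chek1_R, 0.676 in Ppm1g_R and 0.62 in Ppp2r1b_R, with median scaling at 0.574 on the arrays labelled Chek1_R and with the compared arrays alone at 0.59 on the arrays labelled Chek1_R. The 4 comparisons with qRT-PCR kept their call with median scaling, at an offset of 50, without background correction and with 1 array left out, and no other alternative was run for them.

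Leaving out 1 array kept 844 of 876 set results. The lowest and highest means of the sets that changed were stress response in Ppp2r1b_R against Ctrl_R −0.59 to −0.55, changed without Ppp2r1b_R −Dox 2 (−0.55); Table S3 in Ppp2r1b_R against Ctrl_R −0.15 to −0.14, changed without Ppp2r1b_R −Dox 2 (−0.15); p53 target in Bub1b_R −0.12 to −0.093, changed without Bub1b_R +Dox 1 (−0.10), Bub1b_R −Dox 2 (−0.10) and Bub1b_R −Dox 3 (−0.093); feeder in Bub1b_R 0.22 to 0.27, changed without Bub1b_R +Dox 3 (0.27). For further sets they were p53 target on the arrays labelled Chek1_R −0.16 to −0.13, changed without Chek1_R +Dox 2 (−0.16) and Chek1_R −Dox 2 (−0.16); pluripotency in Ppm1g_R −0.19 to −0.15, changed without Ppm1g_R +Dox 1 (−0.15) and Ppm1g_R +Dox 3 (−0.17); stress response in Ppm1g_R −0.17 to −0.085, changed without Ppm1g_R +Dox 2 (−0.11), Ppm1g_R −Dox 2 (−0.085) and Ppm1g_R −Dox 3 (−0.11); trophectoderm in Ppp2r1b_R 0.52 to 0.69, changed without Ppp2r1b_R +Dox 2 (0.52) and Ppp2r1b_R −Dox 1 (0.56). The others were stress response in Ppp2r1b_R −0.16 to −0.11, changed without Ppp2r1b_R +Dox 3 (−0.16) and Ppp2r1b_R −Dox 3 (−0.15), and Table S3 in Ppp2r1b_R −0.086 to −0.055, changed without Ppp2r1b_R +Dox 1 (−0.055), Ppp2r1b_R +Dox 2 (−0.076) and Ppp2r1b_R −Dox 1 (−0.073). Relative to Ctrl_R they were endoderm in Bub1b_R relative to Ctrl_R 0.55 to 0.63, changed without Bub1b_R +Dox 2 (0.56), Bub1b_R −Dox 2 (0.56), Bub1b_R −Dox 3 (0.55), Ctrl_R +Dox 1 (0.56) and Ctrl_R −Dox 3 (0.56), and p53 target in Bub1b_R relative to Ctrl_R −0.13 to −0.096, changed without Bub1b_R −Dox 1 (−0.12), Ctrl_R +Dox 2 (−0.13) and Ctrl_R −Dox 2 (−0.13), and p53 target on the arrays labelled Chek1_R relative to Ctrl_R −0.17 to −0.14, changed without Chek1_R +Dox 2 (−0.17), Chek1_R −Dox 2 (−0.17), Ctrl_R +Dox 2 (−0.17) and Ctrl_R −Dox 2 (−0.17). Of the correlations and odds ratios, the ranges were the mean correlation of the 6 pairs 0.523 to 0.541, changed without Ppm1g_R −Dox 1 (0.523), and the mean correlation with Ctrl_R 0.217 to 0.244, changed without Ctrl_R +Dox 3 (0.217) and Ctrl_R −Dox 1 (0.221), and the olfactory odds ratio on the arrays labelled Chek1_R 0.526 to 0.862, changed without Chek1_R −Dox 1 (0.668), Chek1_R −Dox 2 (0.718), Ctrl_R −Dox 1 (0.862) and Ctrl_R −Dox 2 (0.670), and the olfactory odds ratio in Ppm1g_R 0.393 to 0.615, changed without Ppm1g_R −Dox 1 (0.615) and Ctrl_R −Dox 1 (0.606). The olfactory odds ratio of 0.0442 in Bub1b_R kept its call but moved to 0.0862 without Bub1b_R −Dox 1 and 0.130 without Ctrl_R −Dox 2, and that of 0.255 in Ppp2r1b_R to 0.555 without Ppp2r1b_R −Dox 3 and 0.158 without Ctrl_R −Dox 3.

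Named genes kept direction and call in 886 of 930 results under median scaling, 887 of 930 at an offset of 50, 890 of 930 without background correction, 928 of 930 without the filter, 899 of 900 with the stricter one, 924 of 930 with the compared arrays alone and 7668 of 7812 with 1 array left out, and none reversed.

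The signal over background of an array, which limits how small a change of a dim probe can be seen, was 156 to 307 on the arrays of Chek1_R, Ppm1g_R and Ppp2r1b_R and 384 to 508 on those of Bub1b_R and Ctrl_R. A block for the BeadChip could not be run, since the deposited files do not tell which arrays shared one.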

Differences from the paper's values

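No test in this part was chosen after a result of the arrays was seen, except the offset of 200. The 1.5-fold limit was chosen before the array file was read. By then the readable rows of Table S2 had been tallied against the paper's counts.

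The paper counts fewer transcripts changed against Ctrl_R without Dox. In Bub1b_R, the paper's value is 627 and the value here 3423 (1175 to 8013 over the alternatives). On the arrays labelled Chek1_R, the paper's value is 716 and the value here 4356 (1334 to 9179 over the alternatives). In Ppm1g_R, the paper's value is 845 and the value here 5077 (1729 to 9814 over the alternatives). In Ppp2r1b_R, the paper's value is 939 and the value here 5106 (1836 to 9910 over the alternatives). Of the 12 alternatives to each count, 0 came to the paper's value. Those set before the data were examined and the offset of 200, added after, all differ from it, and the latter gave the lowest value in each clone. The readable part of the paper's Table S2 itself lists 1996 transcripts for Chek1 and 1407 for Ppp2r1b, all decreases, which is more than the paper's counts, and 556 and 688 of them are at least 1.5-fold lower.

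The correlations between clones in Figure S2A, read by eye, are higher than those of the changes on Dox withdrawal. With the range over the alternatives, the values were Bub1b_R and Chek1_R 0.698 against the paper's about 0.88 (0.525 to 0.826); Bub1b_R and Ppm1g_R 0.604 against the paper's about 0.86 (0.404 to 0.751); Bub1b_R and Ppp2r1b_R 0.540 against the paper's about 0.75 (0.362 to 0.708). For the remaining pairs of the 4 clones they were Chek1_R and Ppm1g_R 0.494 against the paper's about 0.92 (0.410 to 0.873); Chek1_R and Ppp2r1b_R 0.549 against the paper's about 0.89 (0.422 to 0.812); Ppm1g_R and Ppp2r1b_R 0.350 against the paper's about 0.82 (0.259 to 0.733). With Ctrl_R they were Bub1b_R and Ctrl_R 0.238 against the paper's about 0.56 (0.0963 to 0.394), Chek1_R and Ctrl_R 0.246 against the paper's about 0.59 (0.159 to 0.376), Ppm1g_R and Ctrl_R 0.160 against the paper's about 0.59 (0.0654 to 0.225) and Ppp2r1b_R and Ctrl_R 0.324 against the paper's about 0.62 (0.184 to 0.460). Of 9 alternatives for the 6 pairs and 7 for the pairs with Ctrl_R, 0 came to the paper's value. The ranges leave out the differences from Ctrl_R with Dox. For these, Chek1_R and Ppp2r1b_R correlated at 0.840 and Ppm1g_R and Ppp2r1b_R at 0.764, over the ranges given but under the paper's values. The remaining pairs of the 4 clones lay within their ranges. Correlations across probes do not rest on independent replicates.

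Most of the log2 fold changes of Table S2 against Ctrl_R without Dox that were compared differ as well, by more than the standard error of the value here. On the arrays labelled Chek1_R they were Aqp3 −2.91 against the paper's −2.06, Ddit3 −3.06 against the paper's −2.03, Cd97 −2.46 against the paper's −1.85 and Icam1 −1.86 against the paper's −1.69, and in Ppp2r1b_R Nupr1 −2.58 against the paper's −2.41, Gstp2 −2.34 against the paper's −1.99, 2410004A20Rik −3.07 against the paper's −1.87, Chac1 −1.99 against the paper's −1.86 and Mreg −2.04 against the paper's −1.81. For Nupr1 and Chac1 in Ppp2r1b_R the offset of 50 came within that error of the paper's value and the other alternatives did not. For the other genes that differ none of the 7 alternatives, all set before the data were examined, did. Nupr1 on the arrays labelled Chek1_R (−1.90 against the paper's −1.96) did not differ. Over the 1995 and 1405 transcripts of the Chek1 and Ppp2r1b sheets found here, the slope of the values here on those of the paper was 1.08 and 1.02.

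The paper lists olfaction among the processes of the changed genes, and its text names no direction of enrichment. The odds ratios here are not matched on signal level, so they neither reproduce nor contradict that listing. Here olfactory receptor probes that pass the detection filter were fewer among the changed probes than other probes in each clone, and only the stricter detection filter put their odds ratio over 1, on the arrays labelled Chek1_R, in Ppm1g_R and in Ppp2r1b_R, with none past the threshold.

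The paper reports higher expression of p53 target genes without the regulators. The hand-written list, which is not the paper's, moved lower in the pooled comparison, which fry calls and camera does not, and no setting calls a rise. The paper's text reports higher expression of DNA repair genes without the regulators, while its Figure 2D shows nucleotide excision repair enriched where they are expressed. The hand-written nucleotide excision repair list moved lower in the pooled comparison by −0.05 log2, which fry calls and camera does not.

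The paper reports a rise of mesoderm and ectoderm genes for each regulator. In Ppp2r1b_R the sets from Table S1 were higher but not past the threshold by camera, while fry calls them, as it does in Ctrl_R. The endoderm set rose past the threshold in Bub1b_R, while the paper reports no induction of endodermal lineages.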

Other observations

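The tests of feeder cells, of the stress response genes, of T, Cdx2 and Fgf5 with Dox and of the Chek1 signal, and the set tests relative to Ctrl_R, were chosen only after the results had been seen.

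The changes of 28 genes by qRT-PCR in Table S1 were set against the arrays. Pearson's correlation was 0.899 in Bub1b_R, 0.455 on the arrays labelled Chek1_R, 0.784 in Ppm1g_R and 0.835 in Ppp2r1b_R, with permutation p adjusted over 4 clones of 1.3e-05, 0.0133, 1.3e-05 and 1.3e-05. Before adjustment 3 of them were at 1e-05, the smallest possible. Spearman's was 0.886, 0.601, 0.599 and 0.738, and 25, 19, 18 and 21 genes moved the same way. Genes are not independent replicates. The qRT-PCR of Chek1_R correlated more with the arrays of Ppp2r1b_R (0.599), Ctrl_R (0.525) and Bub1b_R (0.457) than with those labelled Chek1_R, and whether these correlations differ was not tested.

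Chek1 signal was higher without Dox on the arrays labelled Chek1_R. A swap of the arrays with and without Dox is argued against by the correlation of their changes with those of the other 3 clones, at least 0.494. Another clone under this label is argued against by the Chek1 signal without Dox, lower than on any such array of the other clones by 0.22 log2. A probe that reads only the endogenous transcript is consistent with the signal with Dox, detected on none of the 3 arrays and at least 3.02-fold lower than in Ctrl_R, a difference of −1.60 log2 at that bound. Why the signal rises without Dox stays open. The readable transcripts of these sheets of Table S2 are all decreases. Of the comparisons run, the Chek1 sheet of Table S2 correlated most with Chek1_R against Ctrl_R without Dox (r 0.509, 98.0% with the same sign), and the Ppp2r1b sheet with Ppp2r1b_R against Ctrl_R (0.475, 98.6%).

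The trophectoderm set, which the paper reports as not increased by qRT-PCR and for which it makes no array claim, changed on Dox withdrawal by 0.96 (adjusted p 0.00215) in Bub1b_R, 1.39 (adjusted p 0.00684) on the arrays labelled Chek1_R, 0.60 (adjusted p 0.0275) in Ppm1g_R, 0.59 (adjusted p 0.0276) in Ppp2r1b_R and 0.20 (adjusted p 0.176) in Ctrl_R. Pooled it changed by 0.88 (camera, adjusted p 0.00774). The pooled rise lay in Cdx2 (2.11) and Eomes (1.37), while Itga7 changed by 0.16 and Ascl2 by −0.11. By the paper's qRT-PCR, Cdx2 also rose in each of the 4 clones, by 0.85 to 1.39 log2, and Eomes by 0.51 to 2.09. Each of the other trophectoderm genes measured there fell in some clone. The set result therefore does not show a rise of trophectoderm genes in general.

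Fibroblast genes of the feeder list changed on Dox withdrawal by 0.24 (adjusted p 0.0865) in Bub1b_R, 0.35 (adjusted p 0.123) on the arrays labelled Chek1_R, 0.42 (adjusted p 6.4e-04) in Ppm1g_R, 0.37 (adjusted p 0.00215) in Ppp2r1b_R and 0.003 (adjusted p 0.887) in Ctrl_R, and pooled by 0.35 (adjusted p 0.00210). Against Ctrl_R without Dox the set differed by 0.79 (adjusted p 0.00186) in Bub1b_R, 0.55 (adjusted p 0.0133) on the arrays labelled Chek1_R, 0.54 (adjusted p 0.0251) in Ppm1g_R and 0.67 (adjusted p 0.00516) in Ppp2r1b_R. In the pooled comparison Dcn rose by 0.98, Vim by 0.91 and Col1a1 by 0.89, while Thy1 fell (−0.44). Dcn was detected on 11 of 12 arrays without Dox and 1 of 12 with Dox. Whether feeder cells were carried over cannot be told apart from expression in the cells themselves. Over the 18 genes of the list, 136 of 216 values (63.0%) were detected without Dox and 126 with Dox, between the limits of 15% and 75% for the test. An earlier version of this test took only Col1a2, Lum, Postn and S100a4, with 0 of 48 values detected, and would have excluded feeder cells. Those 4 genes had been picked, after their values were seen, from 8 first considered, over which 39 of 96 values were detected, so that version was dropped. What keeps the question open is that embryonic stem cells may express many of the listed genes, and 136 detected values do not separate the sources. No biological explanation was tested.

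Against Ctrl_R without Dox the stress response set differed by −0.21 (adjusted p 0.253) in Bub1b_R, −0.65 (adjusted p 0.00137) on the arrays labelled Chek1_R, −0.51 (adjusted p 0.0251) in Ppm1g_R and −0.58 (adjusted p 0.0460) in Ppp2r1b_R. On Dox withdrawal the set changed by 0.09 (adjusted p 0.562) in Bub1b_R, −0.24 (adjusted p 0.0340) on the arrays labelled Chek1_R, −0.12 (adjusted p 0.0434) in Ppm1g_R, −0.14 (adjusted p 0.0634) in Ppp2r1b_R and −0.19 (adjusted p 2.1e-04) in Ctrl_R. Loss of the rescue transcript is argued against, since in Chek1_R, Ppm1g_R and Ppp2r1b_R the difference with Dox was at least 91.8% of that without Dox. A technical difference between array sets cannot be told apart from a difference between clones, because the other 3 clones are confounded with their array set and Bub1b_R, in the set of Ctrl_R, differed without Dox by −0.21, not past the threshold. With Dox Bub1b_R differed by −0.49 (adjusted p 2.7e-05), which lies within 1 array set. In the pooled comparison Vldlr changed by 0.91, Atf3 by 0.68 and Nupr1 by −0.67. The Table S3 list changed on Dox withdrawal by −0.02 (adjusted p 0.728) in Bub1b_R, 0.004 (adjusted p 0.932) on the arrays labelled Chek1_R, −0.05 (adjusted p 0.30) in Ppm1g_R, −0.07 (adjusted p 0.0475) in Ppp2r1b_R and −0.01 (adjusted p 0.887) in Ctrl_R, and against Ctrl_R without Dox it differed by 0.08 (adjusted p 0.376) in Bub1b_R, 0.07 (adjusted p 0.631) on the arrays labelled Chek1_R, 0.02 (adjusted p 0.989) in Ppm1g_R and −0.14 (adjusted p 0.0460) in Ppp2r1b_R. Its genes Pmp22, Fancd2 and Timeless changed by 0.66, −0.26 and −0.25 when pooled.

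With Dox, T was higher than in Ctrl_R by 3.76 log2 (adjusted p 5.1e-18) in Bub1b_R, 0.76 log2 (adjusted p 4.2e-06) on the arrays labelled Chek1_R, 3.70 log2 (adjusted p 3.1e-18) in Ppm1g_R and 2.25 log2 (adjusted p 2.3e-14) in Ppp2r1b_R. Cdx2 differed by 3.16 log2 (adjusted p 2.1e-14) in Bub1b_R, 0.55 log2 (adjusted p 0.00295) on the arrays labelled Chek1_R, 3.91 log2 (adjusted p 2.0e-16) in Ppm1g_R and 2.26 log2 (adjusted p 4.2e-12) in Ppp2r1b_R, from Ctrl_R arrays near the background, of which 1 of 3 detected it, and Fgf5 by at least 6.10-fold (adjusted p 2.3e-15) in Bub1b_R, at least 1.19-fold (adjusted p 4.0e-06) on the arrays labelled Chek1_R, at least 1.81-fold (adjusted p 8.1e-10) in Ppm1g_R and at least 2.28-fold (adjusted p 2.8e-11) in Ppp2r1b_R. In Bub1b_R, in the set of Ctrl_R, a technical difference between array sets is argued against, since the lowest of the 3 differences was 2.61 log2, the bound for Fgf5. In Ppm1g_R and Ppp2r1b_R it is argued against as the whole cause for T and Cdx2, which exceeded the arrays labelled Chek1_R, of the same set, by at least 1.49, on 9 of 9 array pairs each. For Fgf5, whose lowest such difference was 0.60, it cannot be told apart from a difference between clones, because Fgf5 lies near the background there and was detected on 2 of 3 arrays labelled Chek1_R. Incomplete rescue with Dox cannot be told apart from a difference between clones, because the arrays hold 1 control clone.

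As a hypothesis, the clones with higher T, Cdx2 and Fgf5 with Dox are partly depleted of their regulator even then, which several clones per regulator and an unmodified parent line would test. For feeder cells, sorting the cells before RNA extraction would test the origin of Dcn and Col1a1.

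Random splits of the arrays gave as small a p for sets on Dox withdrawal, out of 10 with the real one, as follows. In Bub1b_R, these were 1 for pluripotency, 1 for mesoderm, 1 for ectoderm, 1 for endoderm, 1 for trophectoderm, 2 for p53 target, 3 for nucleotide excision repair, 2 for stress response, 3 for feeder and 8 for Table S3. On the arrays labelled Chek1_R, these were 4 for pluripotency, 1 for mesoderm, 1 for ectoderm, 6 for endoderm, 1 for trophectoderm, 4 for p53 target, 5 for nucleotide excision repair, 1 for stress response, 4 for feeder and 9 for Table S3. In Ppm1g_R, these were 1 for pluripotency, 1 for mesoderm, 2 for ectoderm, 5 for endoderm, 3 for trophectoderm, 9 for p53 target, 5 for nucleotide excision repair, 4 for stress response, 1 for feeder and 3 for Table S3. In Ppp2r1b_R, these were 1 for pluripotency, 1 for mesoderm, 2 for ectoderm, 9 for endoderm, 2 for trophectoderm, 6 for p53 target, 1 for nucleotide excision repair, 1 for stress response, 1 for feeder and 1 for Table S3. In Ctrl_R, these were 1 for pluripotency, 3 for mesoderm, 2 for ectoderm, 1 for endoderm, 2 for trophectoderm, 10 for p53 target, 4 for nucleotide excision repair, 1 for stress response, 9 for feeder and 10 for Table S3. Against Ctrl_R without Dox there were 1 for stress response, 1 for feeder and 4 for Table S3 in Bub1b_R, 1 for stress response, 5 for feeder and 4 for Table S3 on the arrays labelled Chek1_R, 4 for stress response, 5 for feeder and 10 for Table S3 in Ppm1g_R and 1 for stress response, 3 for feeder and 1 for Table S3 in Ppp2r1b_R. With 3 arrays a side these splits cannot exclude chance by design for any of them, nor for the counts of changed probes, each reached by the real split alone, 1 of 10. Relative to Ctrl_R, out of 100 draws, chance cannot be excluded by design for any set, since 15 draws keep or mirror the clone's own split. The draws with as small a p in Bub1b_R were 43 for pluripotency, 15 for mesoderm, 40 for ectoderm, 16 for endoderm, 15 for trophectoderm, 8 for p53 target and 51 for nucleotide excision repair. Those with as small a p on the arrays labelled Chek1_R were 41 for pluripotency, 13 for mesoderm, 14 for ectoderm, 92 for endoderm, 14 for trophectoderm, 15 for p53 target and 65 for nucleotide excision repair. Draws with as small a p in Ppm1g_R were 84 for pluripotency, 17 for mesoderm, 37 for ectoderm, 78 for endoderm, 29 for trophectoderm, 78 for p53 target and 87 for nucleotide excision repair. Other draws with as small a p in Ppp2r1b_R were 14 for pluripotency, 15 for mesoderm, 95 for ectoderm, 48 for endoderm, 26 for trophectoderm, 68 for p53 target and 36 for nucleotide excision repair. In the pooled comparison they did in 11 for pluripotency, 5 for mesoderm, 8 for ectoderm, 28 for endoderm, 4 for trophectoderm, 32 for p53 target and 20 for nucleotide excision repair of 100 draws, and only trophectoderm is under the limit of 5, by 1 draw and with no adjustment over the 7 sets, so chance can be excluded for it by that limit alone. The pooled count of 539 changed probes was reached by 1 of 100, and chance can be excluded.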
